# Downregulated luteolytic pathways in the transcriptome of early pregnancy bovine corpus luteum are mimicked by interferon-tau in vitro

**DOI:** 10.1186/s12864-021-07747-3

**Published:** 2021-06-16

**Authors:** Raghavendra Basavaraja, Jessica N. Drum, Jackson Sapuleni, Lonice Bibi, Gilgi Friedlander, Sai Kumar, Roberto Sartori, Rina Meidan

**Keywords:** RNA seq, Maternal pregnancy recognition, Prostaglandin F2 alpha, Luteinized granulosa cell

## Abstract

**Background:**

Maintenance of the corpus luteum (CL) beyond the time of luteolysis is essential for establishing pregnancy. Identifying the distinct features of early pregnancy CL remains unresolved, hence we analyzed here the transcriptome of CL on day 18 pregnant (P) and non-pregnant (NP) cows using RNA-Seq. CL of P cows expressed ISGs, verifying exposure to the pregnancy recognition signal, interferon-tau (IFNT), whereas the CL of NP cows had elevated luteal progesterone levels, implying that luteolysis had not yet commenced.

**Results:**

The DEGs, IPA, and metascape canonical pathways, along with GSEA analysis, differed markedly in the CL of P cows from those of NP cows, at the same day of the cycle. Both metascape and IPA identified similar significantly enriched pathways such as interferon alpha/beta, sonic hedgehog pathway, TNFA, EDN1, TGFB1, and PDGF. However, type-1 interferon and sonic hedgehog pathways were positively enriched whereas most of the enriched pathways were downregulated in the P compared to NP samples. Thirty-four % of these pathways are known to be elevated by PGF2A during luteolysis. Notably, selective DEGs in luteinized granulosa cells were modulated by IFNT in vitro in a similar manner to their regulation in the CL of P cows.

**Conclusion:**

This study unraveled the unique transcriptomic signature of the IFNT-exposed, early pregnancy CL, highlighting the abundance of downregulated pathways known to be otherwise induced during luteolysis. These and IFNT-regulated in vitro pregnancy-specific DEGs suggest that IFNT contributes to the characteristics and maintenance of early pregnancy CL.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07747-3.

## Background

In mammalian species including cattle, a corpus luteum (CL) that produces and secretes adequate amounts of progesterone is critically important for reproductive success [1–3]. Indeed, there is a direct relationship between the concentrations of progesterone and embryonic survival during early pregnancy [4, 5]. In the absence of an embryonic signal, uterine prostaglandin F2A (PGF2A) luteolytic pulses will cause CL regression [6, 7]. However, if fertilization occurs, the viable embryo will signal its presence so that the CL is maintained [1, 2]. Interferon tau (IFNT) has been shown to be the definitive pregnancy recognition signal in ruminants [8, 9]. It is structurally homologous to the other type-1 interferons such as interferon alpha (IFNA) and interferon beta (IFNB). All of them act through the classical type-1 interferon pathway and stimulate the Interferon-stimulated genes (ISGs) in the endometrium [10–13]. These ISGs include the interferon regulatory factors (IRFs) family, ISG15, MX1 (MX Dynamin Like GTPase 1), MX2, 2′-5′-Oligoadenylate Synthetase 1 (OAS1Y), and signal transducer and activator of transcription (STATs) [14–18]. IFNT in cows is produced by the trophoblastic cells throughout days 7–28 after insemination [8, 19, 20], with peak production on days 18–20 [19]. There is ample evidence that IFNT acts in the endometrium to inhibit uterine pulses of PGF2A [8, 9, 21, 22] during maternal recognition of pregnancy. Nevertheless, in addition to its uterine actions, an endocrine role for IFNT has been suggested [9, 23]. Antiviral activity was detected in uterine vein blood [14, 24] and ISGs were expressed in CL from pregnant ruminants as well as during uterine vein infusion of recombinant ovine IFNT (roIFNT) [14, 17, 18, 25]. Notably, endocrine delivery of roIFNT, via the uterine or jugular vein, protected the ovine CL from the luteolytic actions of PGF2A [26]. Furthermore, intraluteal and circulating progesterone levels as well as CL volume were maintained, and these CL had a greater expression of genes for cell survival [26]. Our in vitro data, which show the effects of IFNT on luteal cells [16, 17, 27], further support a direct role of IFNT on luteal function.

How CL in distinct physiological states differ (i.e., cyclic, regressed, and pregnancy CL), remains an intriguing question. Specifically, it is unclear whether the distinct features of early pregnancy CL are due to reduced PGF2A, the endocrine action of IFNT, or other yet unknown factors.

Several transcriptomic studies of early pregnant ruminant CL have been conducted in recent years [15, 28–30]. These studies reported genes and pathways that are specific for pregnancy. However, despite the wealth of information provided, there was little overlap of the differentially expressed genes (DEGs) and the regulated pathways in these studies. Most probably due to the different reference group, which were cyclic, pregnant at different stages, or regressing CL [15, 28–30]. Here we analyzed the transcriptome of day matched (day 18) CL of pregnant (P) and non-pregnant (NP) cows. Our data show that the CL of P cows expressed ISGs, suggesting an exposure to IFNT, whereas the CL of NP cows had elevated luteal progesterone levels, implying that they had not yet begun luteolysis. Therefore, a comparison of these CL provides unique physiological model to uncover luteal effects conferred by IFNT. To gain further understanding of IFNT actions, selective DEGs identified in the transcriptomic analysis were determined in luteinized granulosa cells (LGCs) incubated in vitro with roIFNT.

## Results

### Transcriptomic comparison of day 18 CL pregnant (P) and non-pregnant (NP) cows

Prior to tissue collection, pregnancy was confirmed by the presence of an embryo in uterine flushes on the day of slaughter. Luteal progesterone concentrations did not differ between the P and NP cows (*P* = 746 ± 6.7 pg/ug protein; (*n* = 6); NP = 635 ± 190 pg/ug of protein (n = 6), confirming that CL of NP group were not undergoing regression at the time of collection. RNA seq analysis using the NGS platform was carried out in order to identify the transcriptomic changes between day 18 CL of the P and NP group. 

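Poly-A RNA of the CL of 6 P and 6 NP cows was sequenced on day 18 as single-end reads, 1 library per cow. The authors trimmed the reads with cutadapt, mapped them with STAR to ARS-UCD1.2 with Ensembl genes and counted them per gene with htseq-count. Their table holds, for 15178 genes, the counts divided by the DESeq2 size factor of each library and rounded to 2 decimals. These normalized counts are the values given for each gene, as mean ± SD over the 6 cows of a group. In each library at least 99.9% of the values were whole multiples of 1 step, within a rounding tolerance of 0.0051, so that the reads behind them could be recovered. The recovered reads came to 6148184 to 8253360 per NP library (median 6996792.5) and 2038858 to 7534503 per P library (median 4392938). The paper gives a median of 17 M sequenced reads per sample, whereas the values used here are the reads counted on genes. The 3 libraries with the fewest reads were all from P cows, namely cows 01 (3152328 reads), 18 (2589954 reads) and 28 (2038858 reads). Because many genes moved further in these 3 cows, values without them are given beside most gene groups, a comparison chosen after the values were seen.

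For 11907 genes with a value of at least 30 in at least 1 cow, log2(value + 1) was compared between the groups with limma, with a trend of the variance on the mean. Genes with a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change of at least 0.58 in either direction were taken as DEGs, as in the paper. In simulated libraries of the same depths, this test found 16.4% of the genes changed 1.5-fold, 67.2% of those changed 2-fold and 97% of those changed 4-fold, and 2.44% of its calls were false. A 1.5-fold change lies at the fold minimum, so that many of these genes missed the minimum itself. Few genes were changed in the simulation and each was drawn independently, without shifts shared by several cows. Its share of false calls need not hold for the cows here. Gene lists written down before the data were examined were tested with camera at a preset correlation of 0.01, with p adjusted over the 41 lists that had a tested member. The camera test asks whether a list's genes as a whole lie higher or lower than other genes. It does not detect a list whose members move both ways. With an estimated correlation none of the 41 lists passed, and the smallest value was an adjusted p = 0.689 with an estimated correlation. At the preset correlation 7 lists passed, and 62 of 100 splits of the 12 cows into 6 and 6, the real split included, passed at least as many (up to 15). A further test, fry, asks whether a list's genes move one way on balance and does not compare them with other genes. Where many genes differ, as here, a list can pass fry without standing out from the rest. By fry 11 lists passed.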

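The CL of the 6 P cows and of the 6 NP cows lay on opposite sides of the first principal component (PC1) of the 1000 most variable genes. PC1 held 41.1% of the variance, with scores of 2.78 to 46 in P cows and of -39 to -14.5 in NP cows. No other split of the 12 cows parted the scores further (exact permutation test, two-sided, p = 0.00216, the smallest value that 6 against 6 cows allow). The groups did not separate on PC2 (12.9% of the variance, exact permutation p = 0.658) or on PC3 (10.7% of the variance, exact permutation p = 0.801). P cow 01 stood apart on PC2 with a score of -44.3.

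Among P cows the scores on PC1 went from 2.78 in cow 27 and 6.79 in cow 19 to 19.6 in cow 29, 22.5 in cow 01, 44.7 in cow 28 and 46 in cow 18. The P libraries of lowest depth, those of cows 01, 18 and 28, were thus the 3 farthest from the NP cows. Without them the exact permutation p was 0.0119.

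**Figure D1:**
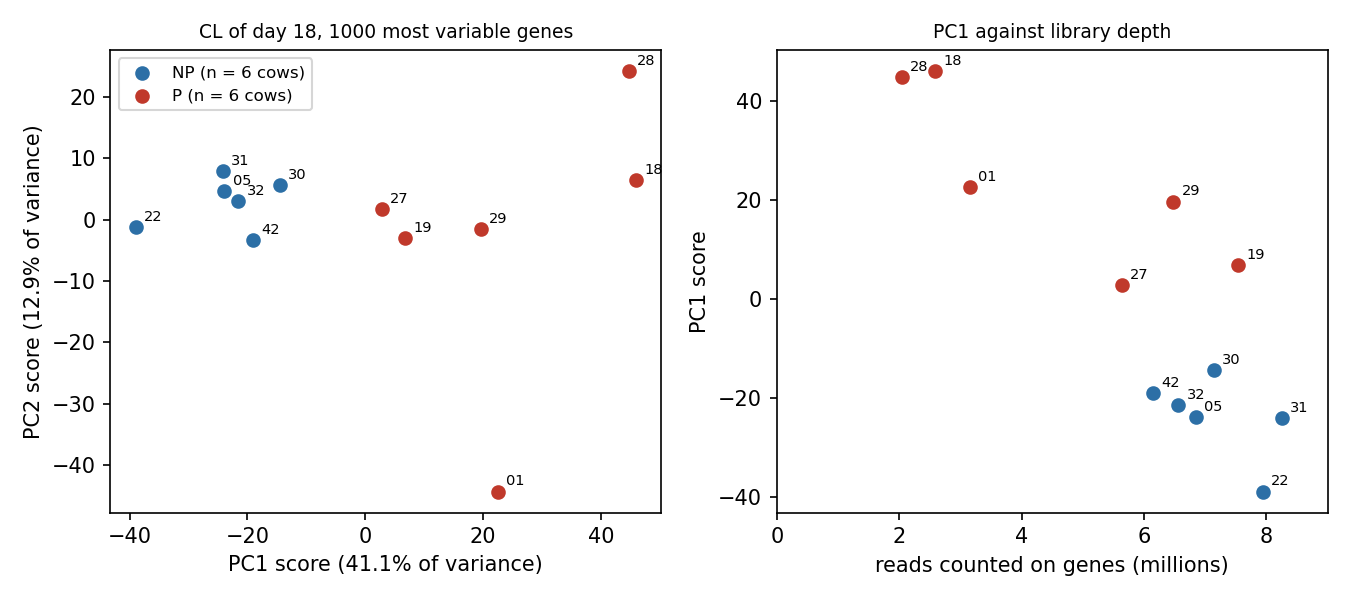
Left, scores of 12 cows on PC1 and PC2 of the 1000 most variable genes. Right, PC1 score against the reads counted on genes. Each point is 1 cow (6 P and 6 NP), and the 3 P cows with the fewest reads have the highest PC1 scores.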

Initially principal component analysis (PCA) was used to assess the overall mRNA profile differences among the samples; it showed that the P and NP samples were clustered separately (Supplementary Figure 1). The hierarchical clustering was performed along with a dendrogram on top, which is drawn as shown in Fig. 1A. 

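In a tree built on the 3197 DEGs, with Pearson dissimilarity and average linkage on centered values, the first branching put the 6 P cows on 1 side and the 6 NP cows on the other, with 0 cows misplaced. The DEGs were selected for their difference between P and NP, so this tree is not an independent result. A tree on the 1000 most variable genes, chosen without regard to group, also had 0 cows misplaced.

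The P cows were not equally far from the NP cows. Over all tested genes, log2 values of P cow 18 had a mean Pearson correlation of 0.912 with the other P cows and of 0.848 with the NP cows. For P cow 29 the means were 0.94 and 0.907. P cow 19 (0.932 with P, 0.934 with NP) and P cow 27 (0.932 with P, 0.936 with NP) resembled both groups to the same degree. These correlations run across genes, and genes are not independent replicates.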

There was a similar expression pattern among the samples and a clear separation of NP from P samples was observed. 

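Day 18 CL of P and NP cows differed in genes of several kinds. ANKRD12, a nuclear cofactor, rose from 343.5 ± 68.9 normalized counts in NP to 2263 ± 1440 in P cows (log2 fold change 2.46, SE 0.36, adjusted p = 0.000882). FYB1, an adaptor of T cell signalling, rose from 44.72 ± 19 to 282.2 ± 250, a call that was lost without P cows 01, 18 and 28 (log2 fold change 1.28, adjusted p = 0.0573). CKAP4, a membrane protein of the endoplasmic reticulum, fell from 191.6 ± 56.3 to 51.96 ± 40.5 (log2 fold change -2.30, SE 0.51, adjusted p = 0.0042). ATP1B1, a subunit of the sodium pump, fell from 741.6 ± 153 to 171.2 ± 115. These 4 genes were picked among DEGs whose values in the 6 P cows did not overlap those in the 6 NP cows, so that property is not a separate result.

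In all, 3197 genes were DEGs, 26.8% of the genes tested. Counts of members that rose or fell in a gene list are to be read against this share. The groups did not overlap in 1622 genes (13.6% of those tested, against 0.216% expected by chance), of which 1380 were DEGs. edgeR on the recovered reads called 3228 genes, 2989 of them shared. In a comparison without P cows 01, 18 and 28 the count was 1408, of which 1296 were among the 3197. With 1 surrogate variable in the model the count was 1890, and with the log2 library total as a covariate, a setting added later, it was 510. The 3 smallest totals are all of P cows, so that this covariate can also remove part of the difference between the groups.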

As shown in Fig. 1B, a volcano plot of differential abundance revealed that there were 3437 DEGs between P compared to NP. 

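Genes that fell in P cows outnumbered those that rose. The heparan sulfate sulfotransferase gene HS6ST2 fell from 374.5 ± 252 normalized counts in NP to 42.42 ± 15.2 in P cows (log2 fold change -2.93, SE 0.38, adjusted p = 0.00068), and the scaffold gene IQGAP1 from 402.7 ± 192 to 80.46 ± 29.8. HMGN5, which binds nucleosomes, rose from 85.97 ± 25 to 539.5 ± 384 (log2 fold change 2.37, SE 0.39, adjusted p = 0.00126), and the transcription factor gene KLF13 from 161.5 ± 40.7 to 781.2 ± 353.

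Among the DEGs, 1768 (55.3%) were lower and 1429 (44.7%) were higher in P cows. Of the DEGs whose groups did not overlap, 792 were lower and 588 higher. The median log2 fold change over all tested genes was -0.01, and the housekeeping genes GAPDH (-0.14, adjusted p = 0.543) and RPS26 (0.22, adjusted p = 0.288) did not pass. With P cows 01, 18 and 28 left out, 930 genes were lower and 478 higher. With 1 surrogate variable the counts were 1083 lower and 807 higher, and with the log2 library total as a covariate they were 328 lower and 182 higher.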

Among the 3437 DEGs, 1872 (54%) genes were downregulated, whereas 1565 (46%) genes were upregulated when comparing P and NP (Supplementary Figure 1). For validation of DEGs in RNA seq by qPCR, ten DEGs (*ISG15, MX2, PDGFB,* GLI family zinc finger 1 (*GLI1*), *GLI2*, *HPGD*, *TIMP3*, *ADAM17*, *THBS2*, and *STAT1*) were selected. RNA samples from the same samples assigned to the RNA-Seq analysis (*n* = 6 for either P or NP) were used for the qPCR validation. 

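Among the genes that the study selected for qPCR, ISG15, PDGFB, GLI2 and HPGD were higher and TIMP3, ADAM17 and THBS2 lower in the CL of P cows (6 cows per group), whereas MX2 and GLI1 did not pass the test. By edgeR with TMM on recovered reads MX2 (adjusted p = 0.044) and GLI1 (adjusted p = 0.0426) were called. TIMP3, an inhibitor of matrix proteases, had a log2 fold change of -2.53 (SE 0.36, limma adjusted p = 0.000806), and one of -1.95 (adjusted p = 0.00499) without P cows 01, 18 and 28. Without these 3 cows ISG15, TIMP3 and ADAM17 still passed, and PDGFB, GLI2, HPGD and THBS2 did not.

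These genes were chosen from the same samples, so that they are not independent evidence of a direction. Their median log2 fold change was 0.71 and the mean -0.08, which differ in sign. The list did not pass camera (adjusted p = 0.828), which does not detect genes that move both ways.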

The pattern of expression observed by qPCR was similar to the RNA seq analysis except for *STAT1*, as depicted in Fig. 1C.

**Fig. 1:**
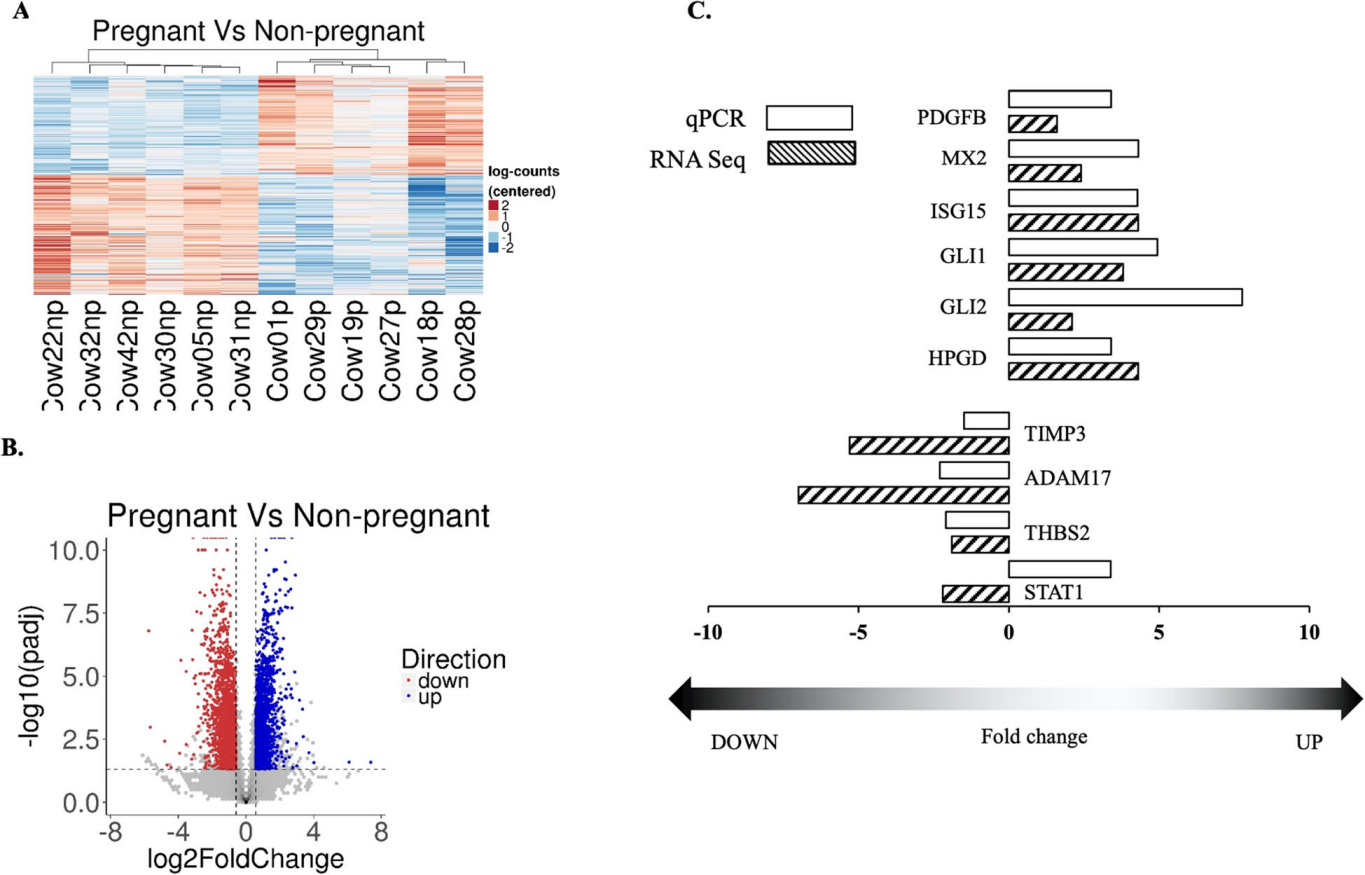
Global changes of DEGs in day 18 P compared to NP bovine CL. (A) A total of 3437 genes were significantly differentially expressed between the CL of P compared to NP samples. The log 2 normalized counts were centered to have for each gene a mean of zero. Hierarchical clustering of the centered values was performed with the Pearson dissimilarity measure. The expression profile is accompanied by a colored bar indicating the centered log 2 normalized counts. Hierarchical clustering of the centered values was performed with the Pearson dissimilarity measure. Each column represents an individual cow and each row represents a gene. (B) A volcano plot was constructed, satisfying the criteria of -log2 fold-change value > 0.58 or < − 0.58 and *padj* < 0.05. The x-axis and y-axis in the volcano plot represent the log 2 ratio and –log 10 (*padj*), respectively. Points are colored according to their average log ratio in the data set. Red and blue indicate that the expression level was decreased or increased, respectively. (C) Validation of selective DEGs with qPCR analysis where the fold change (P compared to NP) of RNA seq analyses (dark patterned bars) was compared with the qPCR results (open bars). Positive and negative values represent up- and down-regulated DEGs, respectively

### Functional enrichment and pathway analysis

To gain more insight into key processes that may explain the functional differences between the P and NP group, functional annotation analyses were carried out using IPA and metascape. Both metascape and IPA identified 14 common, significantly enriched pathways such as interferon alpha/beta, sonic hedgehog (SHH), tumor necrosis factor receptor 2 (TNFR2), EDN1, TGFB1, and thrombin (Fig. 2A). Figure 2B presents selective downregulated pathways with a significant inactivation score (Z-score) and *padj* ≤ 0.05 in IPA analysis. Most of the enriched pathways were downregulated in the P compared to NP samples. 

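Members of 3 lists of signalling genes moved in both directions. Among 42 tested genes of G protein and phospholipase C signalling, 11 fell and 3 rose. GNAS, the stimulatory G protein subunit that couples receptors to cyclic AMP, fell from 497.5 ± 180 normalized counts in NP to 150 ± 91.5 in P cows (log2 fold change -1.83, SE 0.30, adjusted p = 0.00123). ITPR1, a calcium channel that opens downstream of phospholipase C, fell from 328.3 ± 195 to 65.76 ± 34.2. Of 33 genes of the PI3K, AKT and mTOR list 8 fell, among them the kinase gene AKT2 (from 316.9 ± 65.6 to 138.9 ± 55), and 1 rose, the translation repressor gene EIF4EBP1 (from 969.4 ± 249 to 2102 ± 651). Of 34 RAS and MAP kinase genes 6 rose and 4 fell.

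Adjusted over the list alone, 5 rose and 13 fell in the G protein list, 2 rose and 12 fell in the PI3K list, and 8 rose and 5 fell in the RAS and MAP kinase list. None of these 3 lists passed camera (adjusted p = 0.193, 0.0651 and 0.886). The PI3K list, lower in P cows, passed without P cows 01, 18 and 28 (adjusted p = 0.0299), without NP cow 05 (adjusted p = 0.0381) or P cow 18 (adjusted p = 0.0384), with 1 surrogate variable (adjusted p = 0.0337), with the log2 library total as a covariate (adjusted p = 0.036) and by fry (adjusted p = 0.00351), and had an adjusted p of 0.689 with an estimated correlation. By fry the G protein list was also lower (adjusted p = 0.0152). With 3 P cows (19, 27 and 29) against NP, the members that rose and fell were 1 and 7, 1 and 4, and 2 and 3.

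Over the 41 lists, 22 had more members that fell than rose, 14 had more that rose and 5 had as many of each. Over all tested genes 26.8% were DEGs, and 55.3% of the DEGs were lower in P cows, so a lean to lower values is not particular to these lists. Some genes are in more than 1 list. The 7 lists that passed camera were 4 higher and 3 lower in P cows, and 1 of the lower ones is a heat map chosen by the study. When P cows 01, 18 and 28 were left out, 5 lists passed. From its own enrichment, by IPA, the paper states that most canonical pathways were downregulated and very few upregulated in P cows.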

Then by analyzing the linkage to DEGs through coordinated expression, we identified, using IPA tool, potential upstream regulators [31]. These predictions are based on the literature compiled in the Ingenuity pathway knowledge base. The top upstream regulators (both activated and inactivated) in the P compared to the NP samples data set are listed in Fig. 3 (Z-score ≥ 2 and *pad* ≤ 0.05). There is an apparent overlap in the regulatory actions of these regulators with the affected pathways, illustrated in Fig. 2A and B. Most of the activated upstream regulators include receptors and transcription factors associated with the interferon pathway (IFNAR1, IFNAR2, STAT2, IFNG, and IRF7; Fig. 3). Other activated upstream regulators were TNF, a pleiotropic cytokine and STAT2 that mediates signaling by type I IFNs. The inhibited set of upstream regulators list included ESR1, TGFB1, FSH, ARNT, HIF1A, and others, depicted in Fig. 3.

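Some of the predicted regulators differed in their own mRNA. The estrogen receptor gene ESR1 fell from 77.65 ± 37 normalized counts in NP to 22.24 ± 7.27 in P cows (log2 fold change -1.73, SE 0.30, adjusted p = 0.00143, groups without overlap). HIF1A, which drives the response to low oxygen, fell from 2713 ± 642 to 1622 ± 319 (log2 fold change -0.73, SE 0.17, adjusted p = 0.00604). Its partner ARNT fell from 165.4 ± 46.3 to 105.6 ± 20.1, with a log2 fold change of -0.62 that fell short of 0.58 in size without NP cow 22 (-0.49) or P cow 28 (-0.56). SP1 was lower as well (log2 fold change -0.60, adjusted p = 0.0308), but not past the test when any of NP cows 22, 32 and 42 or P cows 18 and 28 was left out (adjusted p = 0.0505 to 0.0733).

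E2F4 (adjusted p = 0.392), TFEB (adjusted p = 0.39), TCF7L2 (adjusted p = 0.652) and MAP2K1 (log2 fold change -0.54, adjusted p = 0.0842) did not pass. Among the activated regulators, IRF7 (log2 fold change 0.87, adjusted p = 0.00417) and IFNAR2 (0.61, adjusted p = 0.00545) were higher and IFNAR1 (-1, adjusted p = 0.0113) was lower in P cows. STAT2 did not pass (0.03, adjusted p = 0.871), TNF, with at most 13 reads in a cow, was below the filter, and IFNG was not analysed here. After P cows 01, 18 and 28 were left out, ESR1 (-1.68), HIF1A (-0.70), ARNT (-0.73) and IRF7 (0.84) still passed, and SP1 (-0.40), IFNAR1 (-0.59) and IFNAR2 (0.50) did not.

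Among 18 tested genes of the hypoxia response, 6 fell and 1 rose (2 rose and 7 fell adjusted over the list alone). This list did not pass camera (adjusted p = 0.215). Without the 3 P cows, 1 of these genes fell. IPA predicts a regulator from the direction of its known targets, so a regulator's own mRNA is a separate measurement.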

**Fig. 2:**
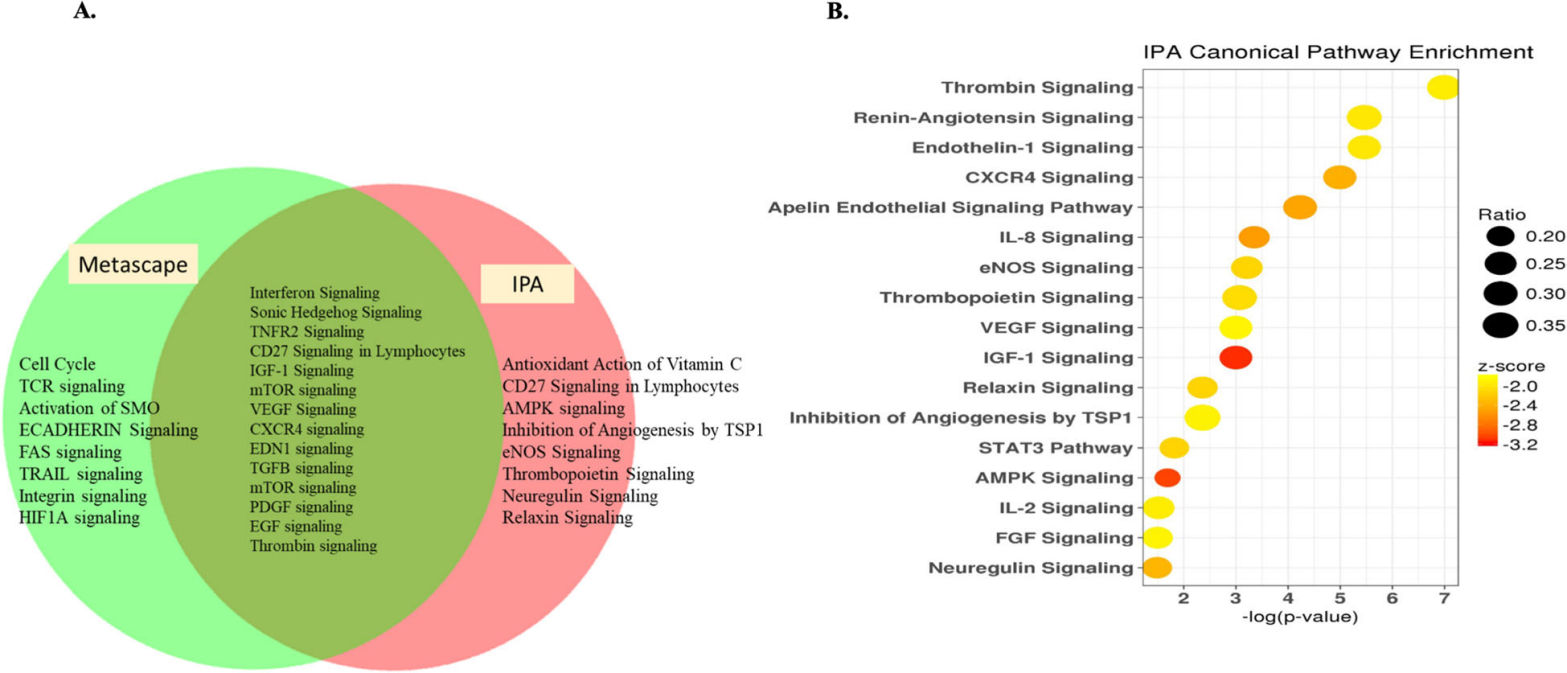
Functional pathway enrichment of DEGs in day 18 P compared to NP bovine CL. (A) Pathway enrichment analysis was performed using Metascape and IPA on both up- and downregulated DEGs. The significantly (*padj* < 0.05) enriched canonical pathways in both tools are represented in a Venn diagram. (B) A dot plot of selected significantly enriched pathways from IPA analysis that were down-regulated in P compared to NP (*padj* < 0.05; Z-score < − 1.9). The x-axis represents the –log *padj*. The color indicates the Z-score (a Z-score below − 2 indicates that the pathway is significantly downregulated). The size of the dots represents the gene ratio (the number of genes in the pathway that were significantly differentially expressed relative to the number of genes in the pathway)

**Fig. 3:**
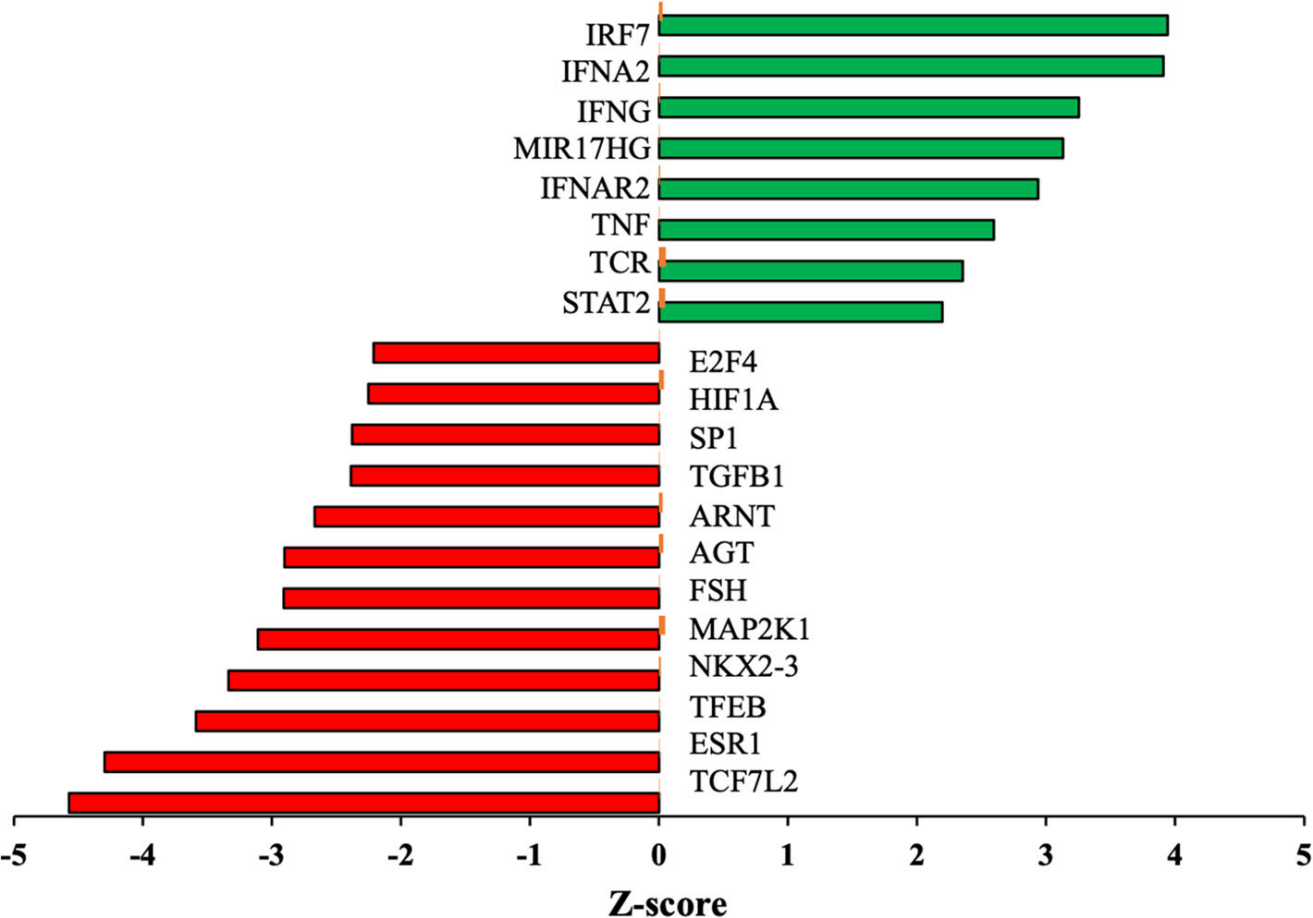
Upstream regulators for DEGs in bovine CL from day 18 P and NP cows. Bar graphs show the top activated and inhibited upstream regulators in day 18 P cows compared to NP cows predicted by IPA analysis (default cut off Z-score > 2 or < − 2 and *padj* < 0.05). Green bars indicate the activated upstream regulators and the red bars indicate the upstream-inhibited regulators. The x-axis represents the Z-score

### Type-1 interferon and sonic hedgehog pathways are positively enriched in the day 18 CL of P compared to NP cows

We also used Gene Set Enrichment Analysis (GSEA) to identify potential pathways that are modified in the early pregnancy CL. GSEA within MSigDB using a stringent false discovery rate (FDR) cutoff (FDR < 0.05) revealed the enrichment of several pathways in the P compared to NP samples. Among them, there was an enrichment of type-1 interferon pathway genes in the P group compared to the NP group (normalized enrichment signal (NES) = 1.92 and false discovery rate (FDR) = 0.034, Fig. 4A). 

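Many interferon-stimulated genes were higher in P cows. Of 54 tested genes of a list of type I ISGs, 21 rose, 2 fell and 31 did not pass, and the counts were 21 and 2 also when adjusted over the list alone. IFI27, a mitochondrial ISG, rose from 617.7 ± 141 normalized counts in NP to 1761 ± 395 in P cows (log2 fold change 1.51, SE 0.17, adjusted p = 0.000421). DHX58, a sensor of viral RNA, rose from 57.02 ± 13.5 to 187.2 ± 42.8, and USP18, which removes ISG15 from proteins, from 46.88 ± 16 to 149.6 ± 50.5. For these 3 genes every P cow was above every NP cow. SAMHD1 was among the members that fell.

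The list passed camera (adjusted p = 0.000399), but not when the correlation was estimated (adjusted p = 0.689 with an estimated correlation). Once P cows 01, 18 and 28 were left out, 14 members rose and 1 fell (camera adjusted p = 2.12e-06). The paper's methods name ISG expression beside an embryo and serum progesterone among the signs by which pregnancy was established.

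Among 18 genes of MHC class I and antigen processing, 3 rose and 2 fell (4 rose and 2 fell adjusted over the list alone), with a positive median and a negative mean log2 fold change (0.06 and -0.07, camera adjusted p = 0.892). The immunoproteasome subunit PSMB8 rose from 612.6 ± 98.4 to 1071 ± 361. Without the 3 cows, 1 of these genes rose and 0 fell.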

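ISG15, a ubiquitin-like modifier induced by type I interferons, rose from 120.8 ± 29.7 normalized counts in NP to 510.2 ± 211 in P cows, with 6 cows per group (log2 fold change 2.02, SE 0.24, adjusted p = 0.000421). The antiviral GTPase gene MX1 rose from 633.9 ± 96.7 to 1453 ± 304 (log2 fold change 1.18, SE 0.15, adjusted p = 0.00068), and OAS1Y, which makes the activator of RNase L, from 223.4 ± 37.4 to 442.9 ± 108 (log2 fold change 0.97, SE 0.17, adjusted p = 0.0014). IRF9, part of the complex that binds ISG promoters, rose from 316.2 ± 58.6 to 617.9 ± 114. All 4 genes were higher in each P cow than in any NP cow. Their log2 fold changes were 2.35, 1.33, 1.21 and 1.11 without P cows 01, 18 and 28.

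IRF3, which induces interferon genes, rose from 419.7 ± 37.5 to 675.4 ± 205 (log2 fold change 0.64, adjusted p = 0.0116), a change that fell below the fold minimum without P cow 18 (0.51) and did not pass without cows 01, 18 and 28 (0.32, adjusted p = 0.139). MX2 had 29.05 ± 21.5 normalized counts in P and 12.41 ± 1.15 in NP cows and did not pass (log2 fold change 0.79, SE 0.47, adjusted p = 0.201). On recovered reads MX2 was called by edgeR with TMM, the test named beforehand for counts (1.23, adjusted p = 0.044), and by DESeq2 (1.25, adjusted p = 0.0202). It was above all NP cows in 5 P cows and below them in 1. OAS1Z, with at most 10 reads in a cow, was below the filter, and OAS1X was not analysed here.

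**Figure D2:**
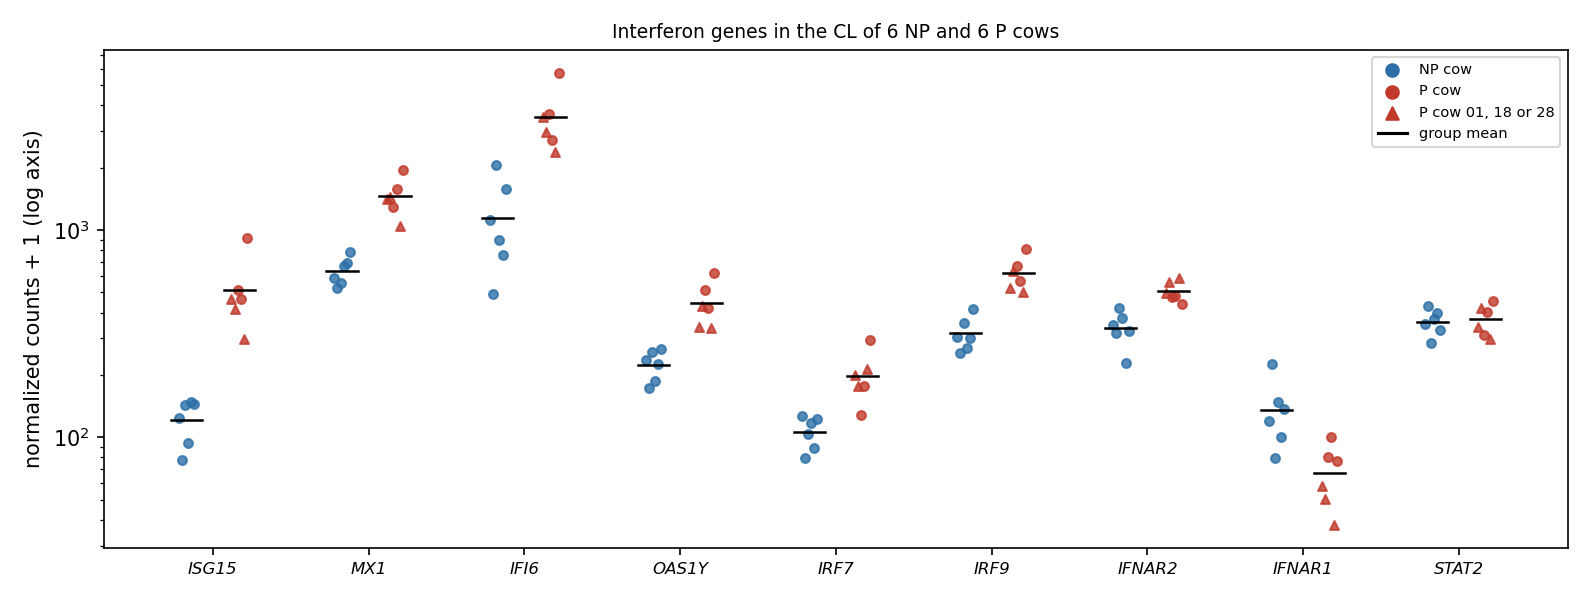
Normalized counts + 1, on a log axis, of 9 interferon genes in each of 6 NP and 6 P cows. Points are cows, triangles P cows 01, 18 and 28, and bars group means. ISG15, MX1, IFI6, OAS1Y, IRF7, IRF9 and IFNAR2 are higher and IFNAR1 lower in P cows, and STAT2 is similar.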

The key genes, included in the list are *MX1*, *ISG15*, *OAS1*, *MX2*, *IRF9*, *IRF3,* and other type-1 interferon-related genes. This analysis is in agreement with data shown in Fig. 2A and 3. Furthermore, IPA network analysis also showed that type-1 interferon pathways were significantly enriched (*padj* = 0.003) with genes including *ISG15*, *OAS1*,*MX1*, *GIP2*, *GIP3,* and *IRF9* (Fig. 4B). Some of these ISGs (*IRF9*, *ISG15*, *MX2,* and *OAS1*) were previously shown to be significantly elevated by in vitro treatment of roIFNT in bovine CL tissue, luteal endothelial cells, and LGCs [16, 17] (Insert table Fig. 4B).

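IFI6, the gene shown as GIP3 in Fig. 4B, rose from 1148 ± 578 normalized counts in NP to 3492 ± 1200 in P cows (log2 fold change 1.70, SE 0.30, adjusted p = 0.00152), and GIP2 in the same panel is ISG15. IRF7, which amplifies the interferon response, rose from 105.3 ± 19.3 to 196.7 ± 55.5 (log2 fold change 0.87, SE 0.19, adjusted p = 0.00417). The receptor chains moved apart: IFNAR2 rose from 334.8 ± 64 to 506.7 ± 56 and IFNAR1 fell from 134.2 ± 50.9 to 66.24 ± 22.8 (log2 fold changes 0.61 and -1, adjusted p = 0.00545 and 0.0113). Among the kinases bound to them, JAK1 had a log2 fold change of -0.55 (adjusted p = 0.00493), under the fold minimum, and TYK2 one of 0.08 (adjusted p = 0.68).

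Of 19 receptors and signalling components 6 rose and 4 fell (6 and 6 adjusted over the list alone), and the list did not pass camera (adjusted p = 0.502). Without P cows 01, 18 and 28, 3 rose and 2 fell, IFI6 and IRF7 still passed, and IFNAR1 (-0.59, adjusted p = 0.166) and IFNAR2 (0.50, adjusted p = 0.0725) did not. IFNAR2 also dropped below the fold minimum without NP cow 32 or P cow 28 (log2 fold changes of 0.51 to 0.57). From the enrichment of the interferon pathway, the interferon regulators and the ISGs, the paper concludes that the CL of P cows had been exposed to IFNT.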

**Fig. 4:**
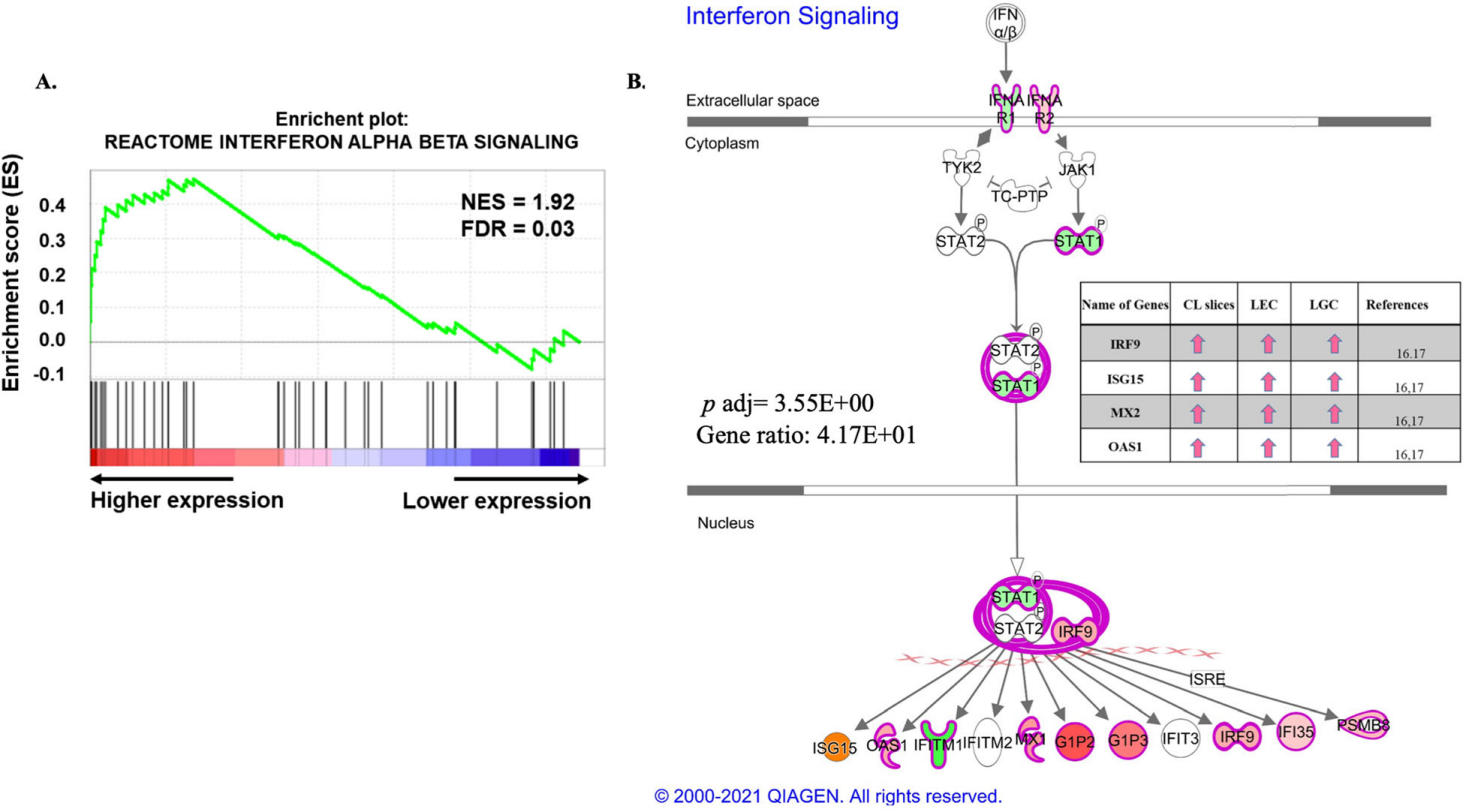
Type-1 interferon pathway of DEGs in P compared to NP samples from day 18 bovine CL clustered by GSEA and IPA. (A) GSEA enrichment plot showing type-1 interferon pathway candidate genes enriched in P compared to NP bovine CL. Normalized enrichment signal (NES); Normalized *p*-value (NOM), False Discovery Rate (FDR). (B) Type-1 interferon pathway generated with IPA. Genes that are significantly up- and downregulated are shown in red and green, respectively. The intensity of the color corresponds to an increase or decrease in fold change between the P and NP bovine CL. The inset table indicates the expression of select ISGs in CL slices and luteal cells treated with roIFNT (1 ng/mL) in vitro, previously published

Sonic hedgehog is one of the few prominent pathways that were significantly activated in P compared to NP samples in both the metascape and IPA analysis. 

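Members of hedgehog signalling moved in both directions. Of 19 tested genes 4 rose (GLI2, ARRB2 and STK36 among them), 3 fell (SUFU, CSNK1A1 and GAS1) and 12 did not pass. ARRB2, an arrestin that acts on smoothened, rose from 162.7 ± 39.2 normalized counts in NP to 282.2 ± 100 in P cows (log2 fold change 0.75, SE 0.23, adjusted p = 0.0225). STK36, a kinase that binds GLI proteins, rose from 110.5 ± 27.6 to 175 ± 58 (log2 fold change 0.64, SE 0.22, adjusted p = 0.0338). GAS1, a coreceptor for the ligand, had a log2 fold change of -1.73 (adjusted p = 0.0174). Smoothened itself, SMO, had 449.6 ± 110 in P and 328.2 ± 60.2 in NP cows and did not pass (log2 fold change 0.44, adjusted p = 0.0597).

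Adjusted over the list alone, 8 genes rose and 3 fell. The list did not pass camera (adjusted p = 0.317, median log2 fold change 0.32, mean 0.11). Its members moved both ways, which camera does not detect. With 3 P cows (19, 27 and 29) against NP, 1 member rose and 1 fell, and neither ARRB2 (0.41, adjusted p = 0.241) nor STK36 (0.30, adjusted p = 0.351) passed. The call of ARRB2 was also lost without NP cow 22, P cow 18 or P cow 28 alone (adjusted p = 0.0514 to 0.0535), and that of STK36 without any of NP cows 05, 31 and 42 and P cows 01, 18 and 28 (adjusted p = 0.0542 to 0.077).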

Differentially regulated candidate genes, along with their pathways exported from IPA, are shown in Fig. 5A. 

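Of the hedgehog transcription factors, GLI2 rose from 48.58 ± 8.82 normalized counts in NP to 102.5 ± 53.1 in P cows (n = 6 per group, log2 fold change 0.96, SE 0.26, adjusted p = 0.0113). GLI1, itself a target of the pathway, had 18.88 ± 24.5 in P and 4.98 ± 2.48 in NP cows and did not pass (log2 fold change 1.23, SE 0.59, adjusted p = 0.115). On recovered reads GLI1 was called by edgeR with TMM, the test named beforehand for counts (1.86, adjusted p = 0.0426), and by DESeq2 (1.93, adjusted p = 0.014). In P cow 01 it reached 68.4 normalized counts, whereas the other P cows had 4.94 to 14.4. This cow also had the highest GLI2 (207 normalized counts, the other P cows 58.4 to 93.9) and PTCH1 (309 normalized counts, the others 78.1 to 142).

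PTCH1 (log2 fold change 0.12, adjusted p = 0.743) and GLI3 (-0.19, adjusted p = 0.591) did not pass, and HHIP was below the filter. When P cows 01, 18 and 28 were left out, the log2 fold changes were 0.60 for GLI2 (adjusted p = 0.0885) and 0.41 for GLI1 (adjusted p = 0.611), so that neither passed.

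**Figure D3:**
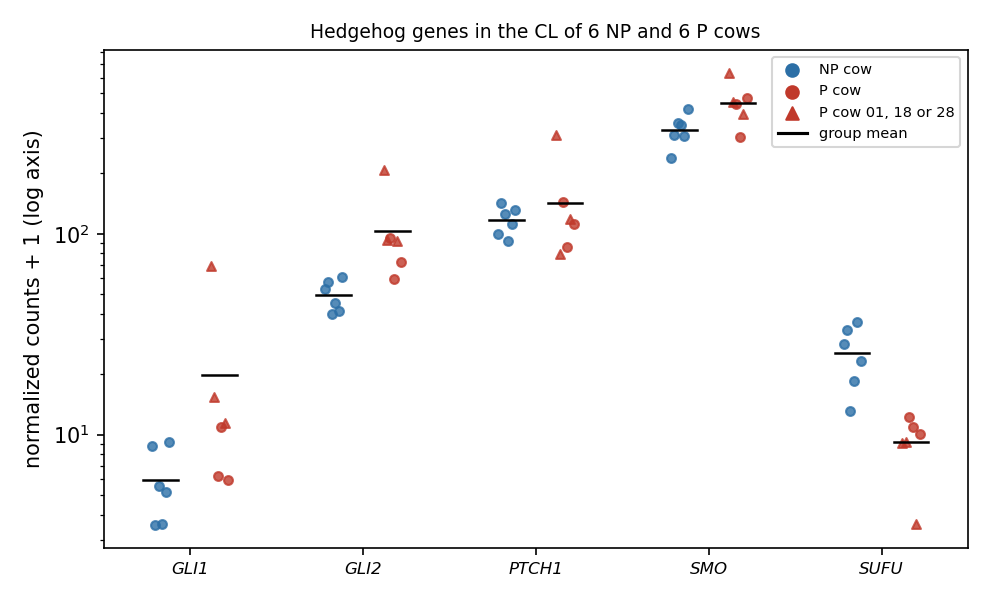
Normalized counts + 1, on a log axis, of 5 hedgehog genes in each of 6 NP and 6 P cows. Points are cows, triangles P cows 01, 18 and 28, and bars group means. P cow 01 is the highest triangle for GLI1, GLI2 and PTCH1, and SUFU is lower in all P cows than in NP cows.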

Among the candidate genes, GLI1, GLI2, and PTCH2 were significantly upregulated in the P compared to NP samples. Inhibitors of the SHH pathway such as the SUFU and PKA family were negatively regulated in the P compared to NP samples (Fig. 5A). 

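SUFU, which binds GLI proteins in the cytoplasm, fell from 24.42 ± 8.83 normalized counts in NP to 8.19 ± 2.96 in P cows (log2 fold change -1.48, SE 0.39, adjusted p = 0.00968), with every P cow below every NP cow. The gap was narrow, with 11.18 normalized counts in P cow 19 and 12.17 in NP cow 30. SUFU had at most 51 reads in a cow, and its values in the P libraries of lowest depth rest on few reads (2.61 normalized counts in cow 28). CSNK1A1, a kinase that marks GLI proteins for processing, fell from 302.5 ± 99.1 to 103.6 ± 29.1 (log2 fold change -1.53, SE 0.22, adjusted p = 0.000806). Of 7 tested PKA subunits 4 fell, namely PRKACB (from 142.9 ± 28.3 to 73.84 ± 14.6, adjusted p = 0.00194), PRKAR2A (from 23.03 ± 13.4 to 7.15 ± 4.48, adjusted p = 0.0124), PRKAR2B (log2 fold change -0.82, adjusted p = 0.0379) and PRKX (-1.07, adjusted p = 0.0397). PRKACB and PRKX are catalytic and PRKAR2A and PRKAR2B regulatory, that is inhibitory, subunits.

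Adjusted over the list alone, 1 PKA subunit rose and 5 fell. The list missed the threshold by camera (adjusted p = 0.115). It passed by fry (adjusted p = 0.00154), which does not compare it with other genes. After P cows 01, 18 and 28 were left out, PRKACB and PRKAR2A still fell, CSNK1A1 had a log2 fold change of -1.73 (adjusted p = 0.00643) and SUFU one of -1.13 (adjusted p = 0.0565). The calls of PRKAR2B (without NP cows 05, 22 or 42 or P cows 18, 19, 28 or 29, adjusted p = 0.0508 to 0.0935) and PRKX (without NP cows 05, 22, 31 or 42 or P cows 01, 19 or 27, adjusted p = 0.0528 to 0.0898) were each lost when a single cow was left out. From upregulated GLI genes without a change in the SHH ligand, which was not analysed here, the paper proposes a non-canonical activation of the pathway.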

To assess the effect of in vitro roIFNT treatment on this pathway, LGCs were cultured for 24 h with 1 ng/mL of roIFNT. As shown in Fig. 5B, roIFNT significantly upregulated *GLI2* and *PTCH2* without affecting *GLI1* and *SUFU* expression.

**Fig. 5:**
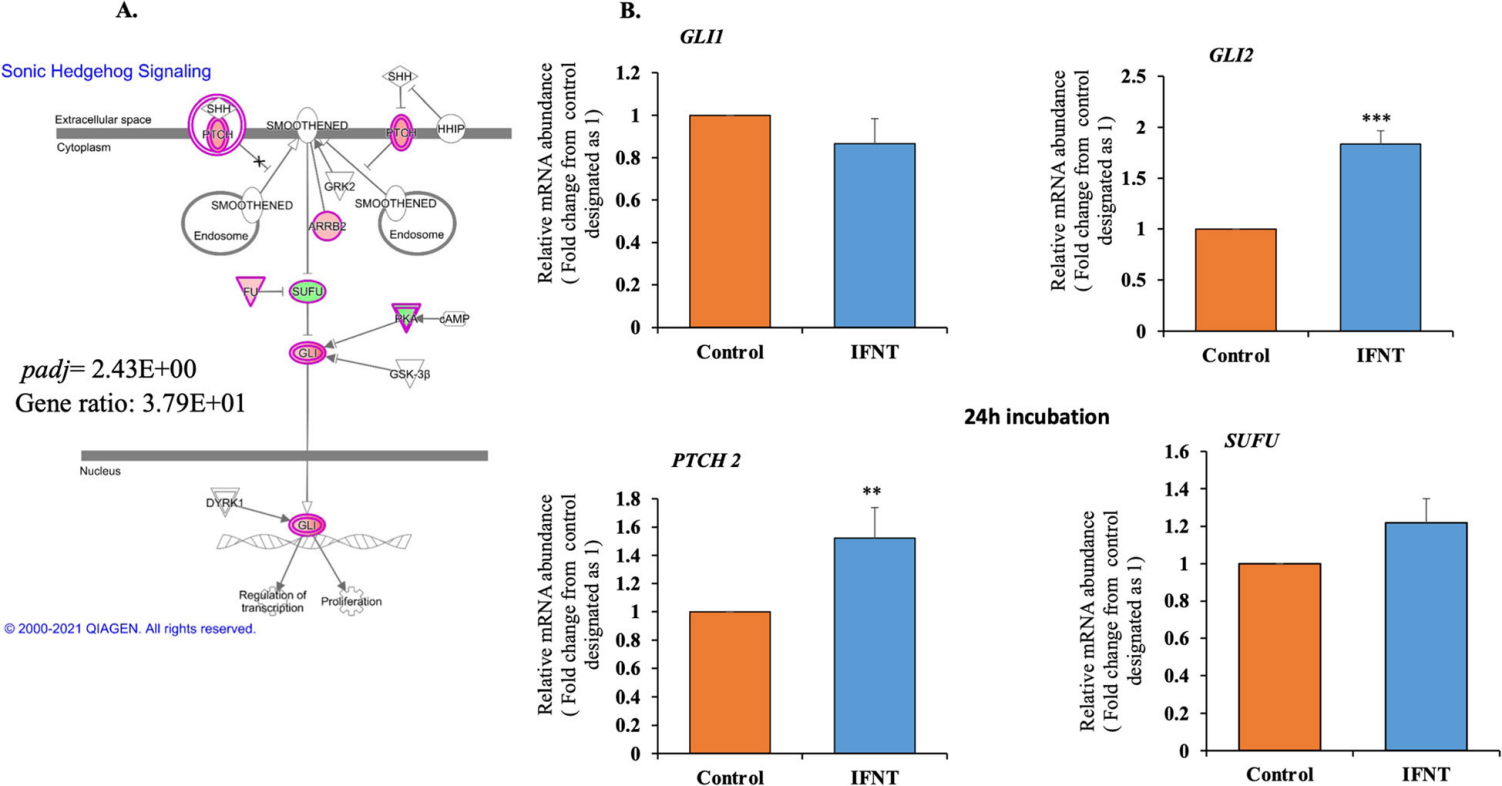
Sonic hedgehog pathway in bovine CL and LGCs. (A) Sonic hedgehog pathway from IPA, genes that are significantly up- and downregulated are shown in red and green, respectively. The intensity of red and green colors corresponds to an increase or decrease in fold change levels of P compared to NP bovine CL, respectively (B) LGCs (*n* = 5) were treated with either basal media (control) or roIFNT (1 ng/mL) for 24 h. *GLI1*, *GLI2*, *PTCH2*, and *SUFU* mRNA expression were measured by qPCR. Asterisks denote significant differences from their controls (**p < 0.01 and***p < 0.001)

### Pregnancy negatively enriched TGFB and matrix metalloproteinase pathways in day 18 CL

The IPA analysis revealed that candidate genes related to the TGFB pathway were significantly regulated, as illustrated by a heat map in Fig. 6A. 

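Some receptor and SMAD genes of TGFB signalling were lower in P cows. TGFBR2, the receptor that binds the ligand first, fell from 1009 ± 294 normalized counts in NP to 471.7 ± 175 in P cows (log2 fold change -1.14, SE 0.25, adjusted p = 0.00438), and the coreceptor TGFBR3 from 810.3 ± 380 to 201.8 ± 103 (log2 fold change -2.04, SE 0.35, adjusted p = 0.00141). SMAD3, which carries the signal to the nucleus, fell from 30.74 ± 10.3 to 10.59 ± 6.52 and SMAD2 from 289.9 ± 50.9 to 189 ± 39.4. The signalling receptor TGFBR1 fell from 17.08 ± 13.3 to 4.53 ± 2.28 (log2 fold change -1.54, SE 0.52, adjusted p = 0.0316), with 42.5 normalized counts in NP cow 22.

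Of the 22 genes in the heat map of Fig. 6A, 13 fell and 9 rose, with the same counts adjusted over the list alone. The study chose these genes from these samples, so the counts are not independent evidence. Once P cows 01, 18 and 28 were left out, 5 fell and 3 rose, and the log2 fold changes were -0.68 for TGFBR2 (adjusted p = 0.0575), -1.35 for SMAD3 (adjusted p = 0.0226) and -1.06 for TGFBR1 (adjusted p = 0.2). The call of TGFBR1 was lost without any of NP cows 22, 32 and 42 and P cows 01 and 28 (adjusted p = 0.0525 to 0.0814), and SMAD2 fell short of the fold minimum without NP cow 22 or P cow 29 (log2 fold changes of -0.57 to -0.54).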

Within this group of DEGs, a subset of 13 genes was significantly downregulated including *TGFBR1*, *TGFBR2* and their signaling molecules, *SMAD2* and *SMAD3* (Fig. 6A), whereas 9 genes were upregulated in the P compared to NP samples. This list included *BMP4*, *ERAS, INHBA,* and others. Similarly, to P cows, the in vitro results show that roIFNT inhibited markedly, by almost half, the expression of the two TGFB1 receptors, *TGFBR1* and *TGFBR2*, compared with the control (Fig. 6B). However, contrary to P cows, roIFNT significantly downregulated the expression of *BMP4* in LGCs (Fig. 6B).

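Ligand and small GTPase genes were among those that rose. INHBA, which encodes the activin A subunit, rose from 130.6 ± 61.4 normalized counts in NP to 524 ± 241 in P cows (log2 fold change 1.94, SE 0.35, adjusted p = 0.00174). BMP4, a growth factor of the same family, rose from 122 ± 65.6 to 227.9 ± 71.5 (log2 fold change 0.96, SE 0.29, adjusted p = 0.0196), with 250 normalized counts in NP cow 42. The RAS family gene ERAS rose from 13.54 ± 4.31 to 41.84 ± 22.4 (log2 fold change 1.46, SE 0.34, adjusted p = 0.00549), and RRAS from 529 ± 94.9 to 885.9 ± 184. With P cows 01, 18 and 28 left out, INHBA (1.36, adjusted p = 0.0415) and RRAS (0.77, adjusted p = 0.0178) still passed, whereas BMP4 (0.72, adjusted p = 0.209) and ERAS (0.90, adjusted p = 0.0737) did not.

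In a wider list of 40 tested genes of TGFB, activin and BMP signalling, 3 rose, 9 fell and 28 did not pass (3 and 11 adjusted over the list alone). The list did not pass camera (adjusted p = 0.238). Without the 3 cows 1 of them rose and 4 fell.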

**Fig. 6:**
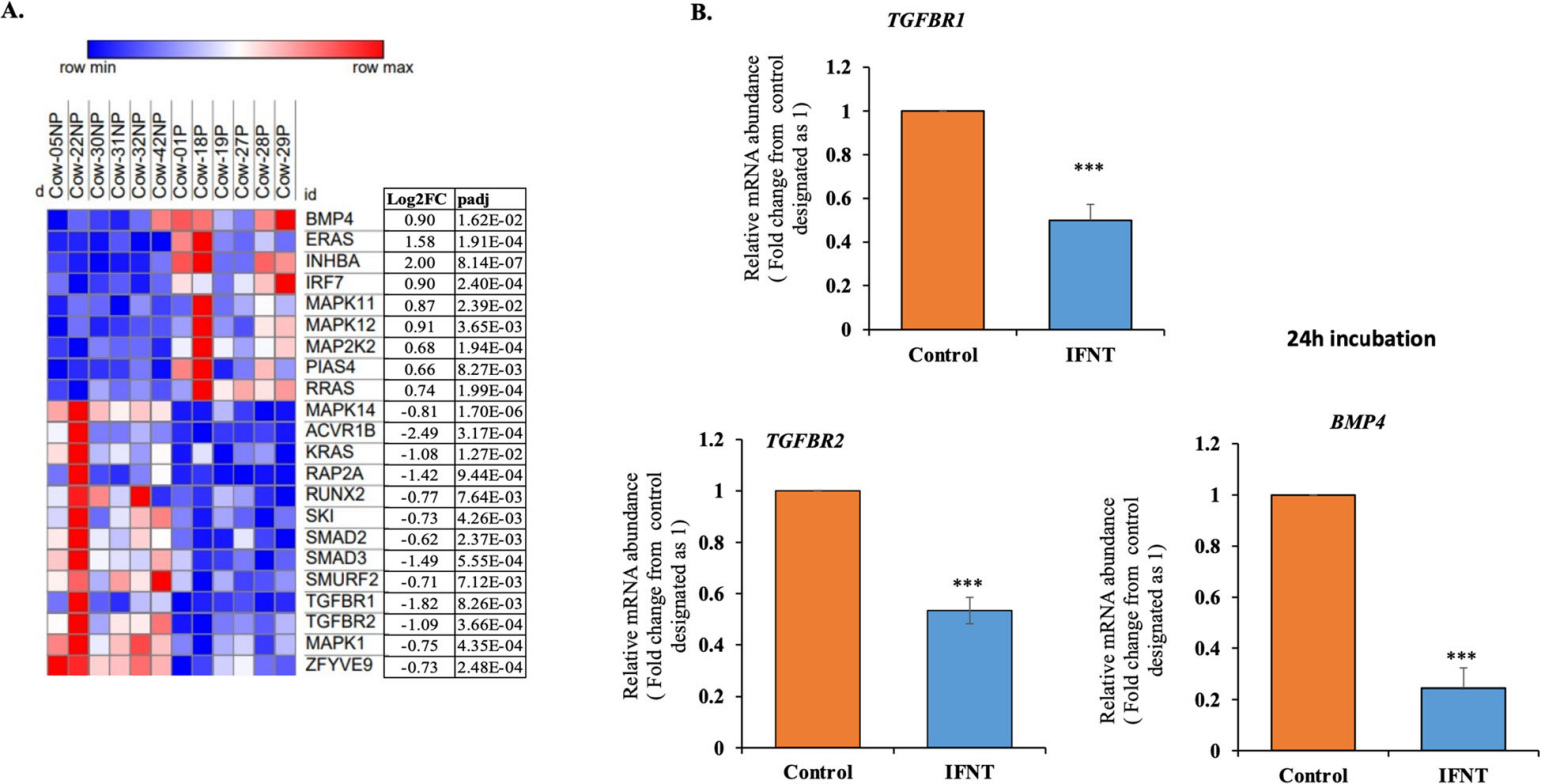
Analysis of the TGFB pathway in the P compared to NP bovine CL and the in vitro effect of IFNT in LGCs. (A) Heatmap showing differentially abundant TGFB pathway candidate genes. The heatmap was generated by Morpheus - Broad Institute (https://software.broadinstitute.org/morpheus/). Higher and lower levels of DEGs are denoted in red and blue, respectively, and the median level is denoted in white. The intensity of color corresponds to an increase or decrease in the fold change of the particular DEG. (B) LGCs (*n* = 4) were treated with either basal media (control) or roIFNT (1 ng/mL) for 24 h. *TGFBR1*, *TGFBR2* and *BMP4* expression were measured by qPCR. Asterisks denote significant differences from their controls (***p < 0.001)

As shown in Fig. 7A, GSEA analysis revealed that the activation of the matrix metalloproteinase (MMP) pathway is negatively enriched in P compared to NP cows with NES = − 1.9 and FDR < 0.033. 

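The MMPs and their inhibitors that passed the test were all lower in P cows, and they included both proteases and inhibitors. MMP14, a membrane-bound protease that activates other MMPs, fell from 2239 ± 665 normalized counts in NP to 999.6 ± 212 in P cows (log2 fold change -1.13, SE 0.21, adjusted p = 0.00166). TIMP3, an inhibitor of MMPs, fell from 736.4 ± 266 to 137.4 ± 63.5 (log2 fold change -2.53, SE 0.36, adjusted p = 0.000806), and A2M, a plasma inhibitor of proteases, from 12160 ± 4420 to 3298 ± 2130 (log2 fold change -2.06, SE 0.38, adjusted p = 0.00174). MMP11 fell from 37.08 ± 17 to 13.26 ± 10.9, a call that was lost without any of NP cows 05, 22 and 31 and P cows 18 and 28 (adjusted p = 0.0502 to 0.0577). MMP9 was below the filter, with 7.59 ± 6.66 in P and 20.03 ± 6.24 in NP cows and at most 45 reads in a cow.

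Of 11 tested MMPs and inhibitors 0 rose and 4 fell, also when adjusted over the list alone. The list passed camera (adjusted p = 0.0215), but not when the correlation was estimated (adjusted p = 0.689 with an estimated correlation). Without P cows 01, 18 and 28, 3 members fell and the list did not pass (adjusted p = 0.105), nor did it with the log2 library total as a covariate (adjusted p = 0.0985). Of 7 tested activators of MMPs 3 fell (PLAT, CTSK and CTSL2), also adjusted over the list alone. This list did not pass camera (adjusted p = 0.215). None of the 7 fell without the 3 cows.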

The genes related to this pathway are also illustrated by a heat map, as depicted in Fig. 7B. 

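All 9 tested genes of the heat map fell in P cows. ADAM17, which sheds membrane-bound proteins, fell from 166.6 ± 62.4 normalized counts in NP to 22.71 ± 15.5 in P cows (log2 fold change -3.38, SE 0.70, adjusted p = 0.00319), and in P cow 28 it had no reads. THBS2, a matrix glycoprotein that restrains angiogenesis, fell from 2224 ± 705 to 1143 ± 572 (log2 fold change -1.05, SE 0.31, adjusted p = 0.018). The scavenger receptor gene LRP1 fell from 1427 ± 335 to 880.4 ± 251 and the syndecan gene SDC1 from 52.68 ± 16.9 to 24.47 ± 12.2. ADAM12 fell from 38.02 ± 28.4 to 11.87 ± 5.51, but its call was lost without NP cow 22 or NP cow 42 (adjusted p = 0.0522 to 0.0556).

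Adjusted over the list alone, 9 fell as well, but the study chose these genes from these samples, so the direction is not independent evidence. The list passed camera (adjusted p = 0.000207) and not with an estimate (adjusted p = 0.689 with an estimated correlation). When P cows 01, 18 and 28 were left out, 5 of the 9 fell, with ADAM17 at -2.4 and SDC1 at -1.19, while THBS2 (-0.97, adjusted p = 0.079), LRP1 (-0.52, adjusted p = 0.124) and ADAM12 (-1.16, adjusted p = 0.146) did not pass. Among 19 ADAM and ADAMTS proteases, 3 rose and 3 fell (4 and 5 adjusted over the list alone, camera adjusted p = 0.541), and 3 rose and 2 fell without these cows.

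**Figure D4:**
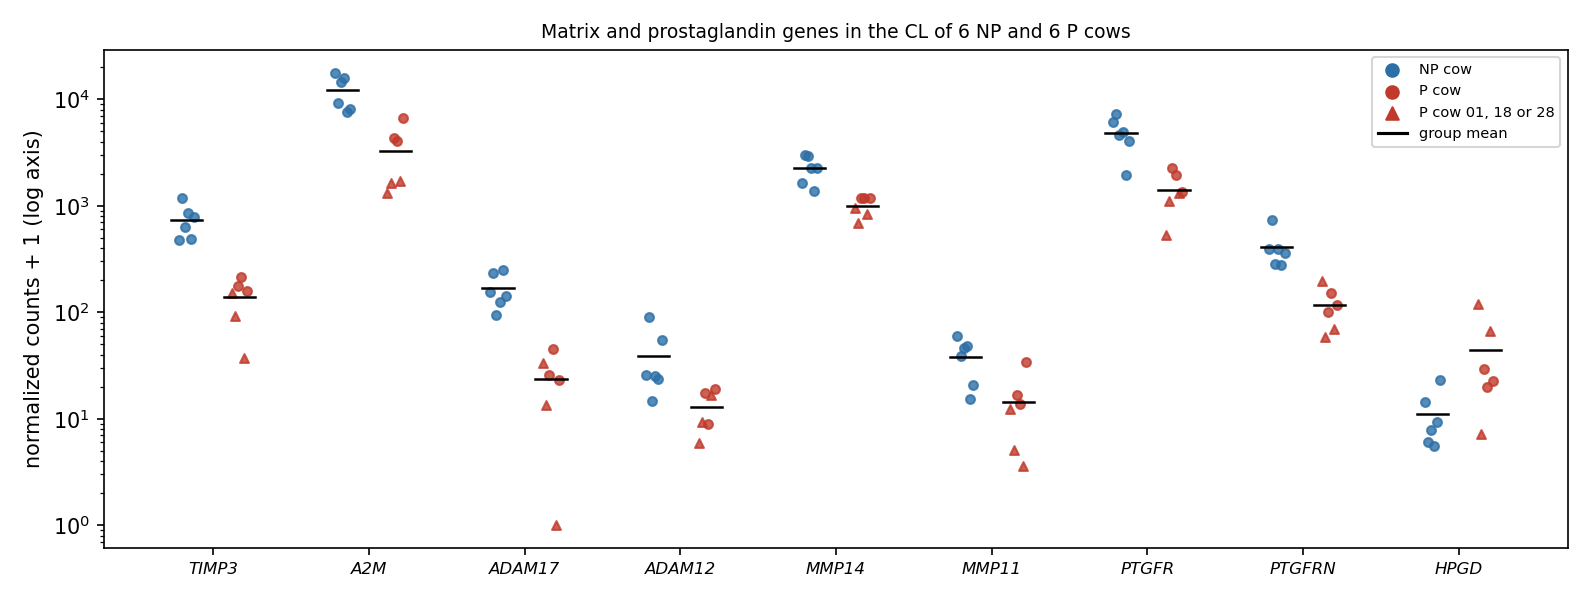
Normalized counts + 1, on a log axis, of 6 matrix genes and of PTGFR, PTGFRN and HPGD in each of 6 NP and 6 P cows. Points are cows, triangles P cows 01, 18 and 28, and bars group means. TIMP3, A2M and ADAM17 are lower in all P cows than in NP cows, and HPGD overlaps between the groups.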

To study whether some of the genes related to this pathway are affected by IFNT, we determined their expression in LGCs that were treated with roIFNT. The results indicated that *THBS2*, *TIMP3*, *ADAM17*, and *MMP9* were all significantly downregulated at 24 h incubation expect *MMP9* which required a longer incubation period (36 h; Fig. 7C).

**Fig. 7:**
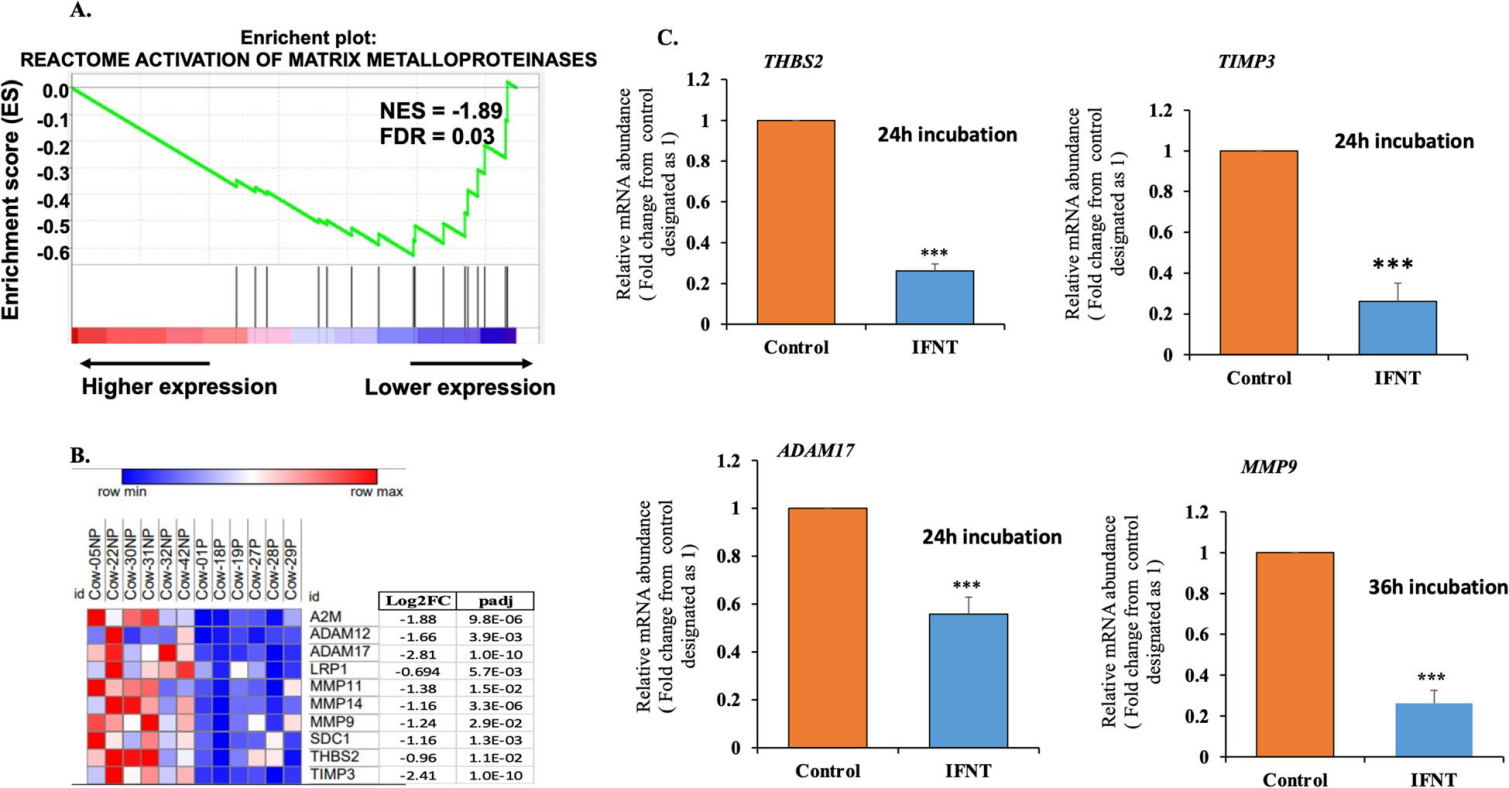
Matrix metalloproteinases pathway in P compared to NP of day 18 bovine CL and the in vitro effect of IFNT in LGCs. (A) GSEA results showing the activation of matrix metalloproteinase candidate genes enriched in day 18 P compared to NP bovine CL. (B) Heatmap showing the differentially abundant activation of matrix metalloproteinase candidate genes. The heat map was generated by Morpheus - Broad Institute (https://software.broadinstitute.org/morpheus/). Higher and lower levels of transcript accumulation are denoted in red and blue, respectively, and the median level is denoted in white. (C) LGCs (n = 5) were treated with either basal media (control) or roIFNT (1 ng/mL) for 24 h for all except *MMP9*, which was for 36 h. *THBS2*, *TIMP3*, *ADAM17*, and *MMP9* expression was measured by qPCR. Asterisks denote significant differences between roIFNT treatment and controls (***p < 0.001)

Among the DEGs, we noted that genes associated with prostaglandin response and metabolism, e.g., 5-Hydroxyprostaglandin Dehydrogenase (HPGD), Prostaglandin-endoperoxide synthase (PTGS2), and the oxidoreductase family gene, CBR3, were positively regulated in the P compared to NP samples as depicted in Fig. 8A heatmap. 

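HPGD, which inactivates prostaglandins, rose from 10.04 ± 6.71 normalized counts in NP to 43.16 ± 42.2 in P cows (6 cows per group, log2 fold change 1.64, SE 0.59, adjusted p = 0.0423). CBR3, a carbonyl reductase, rose from 46.17 ± 13.2 to 71.54 ± 16.8 (log2 fold change 0.63, SE 0.23, adjusted p = 0.0481). PTGS2, which makes the prostaglandin precursor, had 15.5 ± 6.42 in P and 7.34 ± 1.78 in NP cows, and all 6 P cows were above the NP cows, but with at most 22 reads in a cow it was below the filter. The transporter gene ABCC3 rose from 91.19 ± 33.1 to 208.6 ± 112 (adjusted p = 0.0198), and TBXA2R, the thromboxane receptor, from 29.11 ± 5.97 to 57 ± 8.02 (adjusted p = 0.00346).

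Leaving out any of 9 single cows ended the call of HPGD (NP cows 05, 22, 30, 31 and 32 and P cows 01, 19, 28 and 29, adjusted p = 0.0505 to 0.0944), and leaving out any of 10 that of CBR3 (NP cows 05, 22, 31, 32 and 42 and P cows 01, 18, 27, 28 and 29, adjusted p = 0.0515 to 0.108). With all of P cows 01, 18 and 28 left out, TBXA2R still passed (1.02, adjusted p = 0.023), and HPGD (1.28, adjusted p = 0.0853), CBR3 (0.35, adjusted p = 0.397) and ABCC3 (0.48, adjusted p = 0.306) did not.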

Whereas the PGF2A receptor, PTGFR, the receptor inhibitor, *PTGFRN*, its transporter*, ABCC9*, and others were negatively regulated in P compared to NP samples (Fig. 8A heatmap). 

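PTGFR, the receptor through which PGF2A acts on luteal cells, fell from 4819 ± 1820 normalized counts in NP to 1418 ± 616 in P cows (log2 fold change -1.79, SE 0.34, adjusted p = 0.00193). PTGFRN, its inhibitor, fell from 405.2 ± 170 to 114.9 ± 52.2 (log2 fold change -1.85, SE 0.29, adjusted p = 0.0011), with every P cow below every NP cow. The transporter SLCO3A1 fell from 39.55 ± 12.9 to 16.87 ± 4.32 (adjusted p = 0.00595) and the reductase gene CBR4 from 304.3 ± 53 to 166.8 ± 65.7 (adjusted p = 0.00889). ABCC9 fell from 21.74 ± 13.2 to 6.13 ± 4.79, a call that was lost without NP cow 22 or NP cow 32 (adjusted p = 0.0507 to 0.0647). PTGR1, which reduces prostaglandin breakdown products, had 67.13 ± 38.3 in P and 171.2 ± 168 in NP cows and did not pass (log2 fold change -1.04, SE 0.47, adjusted p = 0.0961), with 502 normalized counts in NP cow 31.

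Of the 9 tested genes of Fig. 8A, 3 rose and 5 fell (3 and 6 adjusted over the list alone), a list that the study chose from these samples and that is not independent evidence (camera adjusted p = 0.215). In a wider list of 27 prostaglandin genes, 5 rose and 5 fell (5 and 7 adjusted over the list alone), with a median log2 fold change of 0.08, a mean of -0.14 and a camera adjusted p of 0.879 on the side of lower values. After P cows 01, 18 and 28 were left out, PTGFR (-1.31, adjusted p = 0.0309) and PTGFRN (-1.65, adjusted p = 0.00948) still passed, SLCO3A1 (-1.01, adjusted p = 0.0543), CBR4 (-0.95, adjusted p = 0.0691) and ABCC9 (-1.39, adjusted p = 0.0691) did not, and in the wider list 1 gene rose and 2 fell.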

In LGCs, roIFNT mimicked some of these effects, for instance, the expression of *HPGD* (~ 1.3-fold), and *PTGS2* (~ 8-fold) were elevated, whereas PTGFR was downregulated, as shown in Fig. 8B.

**Fig. 8:**
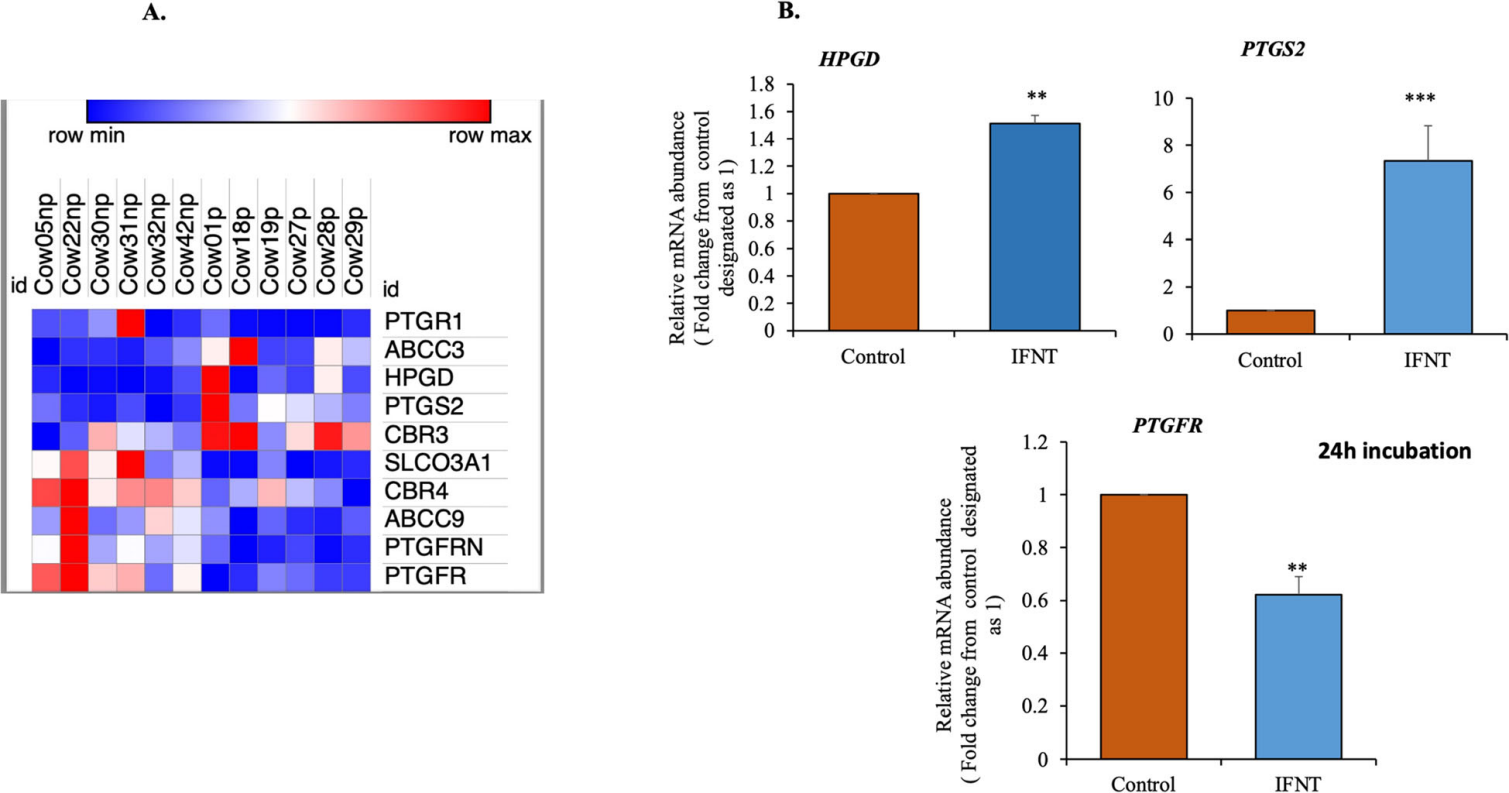
Selective DEGs related to prostaglandin response and metabolism in day 18 P compared to NP bovine CL and the in vitro effect of IFNT in LGCs. (A) Heatmap showing the differentially abundant genes that are related to prostaglandin response and metabolism and that were significantly differentially expressed. The heat map was generated by Morpheus - Broad Institute (https://software.broadinstitute.org/morpheus/). Higher and lower levels of transcript accumulation are denoted in red and blue, respectively, and the median level is denoted in white. The log 2-fold change and the *padj* for a comparison of pregnant versus non-pregnant cows in the RNA Seq is shown. (B) LGCs (n = 5) were treated with either basal media (control) or roIFNT (1 ng/mL) for 24 h. *HPGD*, *PTGS2* and *PTGFR* expression were measured by qPCR. Asterisks denote significant differences between roIFNT treatment and controls (**p < 0.01 and ***p < 0.001)

The IPA diseases and biological functions tool identified several networks associated with cellular and molecular functions, which include cell death and survival, cellular function and maintenance, cellular proliferation and survival, cellular movement as well as the cell cycle (Fig. 9A). Further analyses utilizing GSEA GO terms, which incorporate the directionality of gene changes between groups, revealed positive enrichment of cell cycle of G2-M transition in P compared to NP groups (Fig. 9B).

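Some genes of mitosis were higher in P cows. PLK1, a kinase that drives entry into mitosis, rose from 96.43 ± 19.2 normalized counts in NP to 246.9 ± 94.6 in P cows (log2 fold change 1.27, SE 0.25, adjusted p = 0.00244), with every P cow above every NP cow. MYBL2, a transcription factor of cycling cells, rose from 55.8 ± 14.9 to 158.8 ± 83.4 (log2 fold change 1.36, SE 0.32, adjusted p = 0.00572), and the proliferation marker MKI67 from 58.66 ± 20.7 to 157.7 ± 106 (log2 fold change 1.26, SE 0.36, adjusted p = 0.0159). The cyclin gene CCNA2 rose from 11.9 ± 3.67 to 35.49 ± 28.3, a call that was lost without any of NP cows 31 and 32 and P cows 01 and 28 (adjusted p = 0.0604 to 0.065).

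Of 30 tested G2/M genes 6 rose, 0 fell and 24 did not pass, and 3 rose when adjusted over the list alone. The list passed camera (adjusted p = 0.0161), but not with an estimate (adjusted p = 0.689 with an estimated correlation), without P cow 01 (adjusted p = 0.108) or without P cows 01, 18 and 28 (adjusted p = 0.0516). Without these 3 cows PLK1 alone still passed (0.83, adjusted p = 0.0473), and MYBL2 (0.67, adjusted p = 0.0965) and MKI67 (0.93, adjusted p = 0.12) did not. fry, which tests whether a list's genes move one way on balance, gave an adjusted p of 0.136.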

**Fig. 9:**
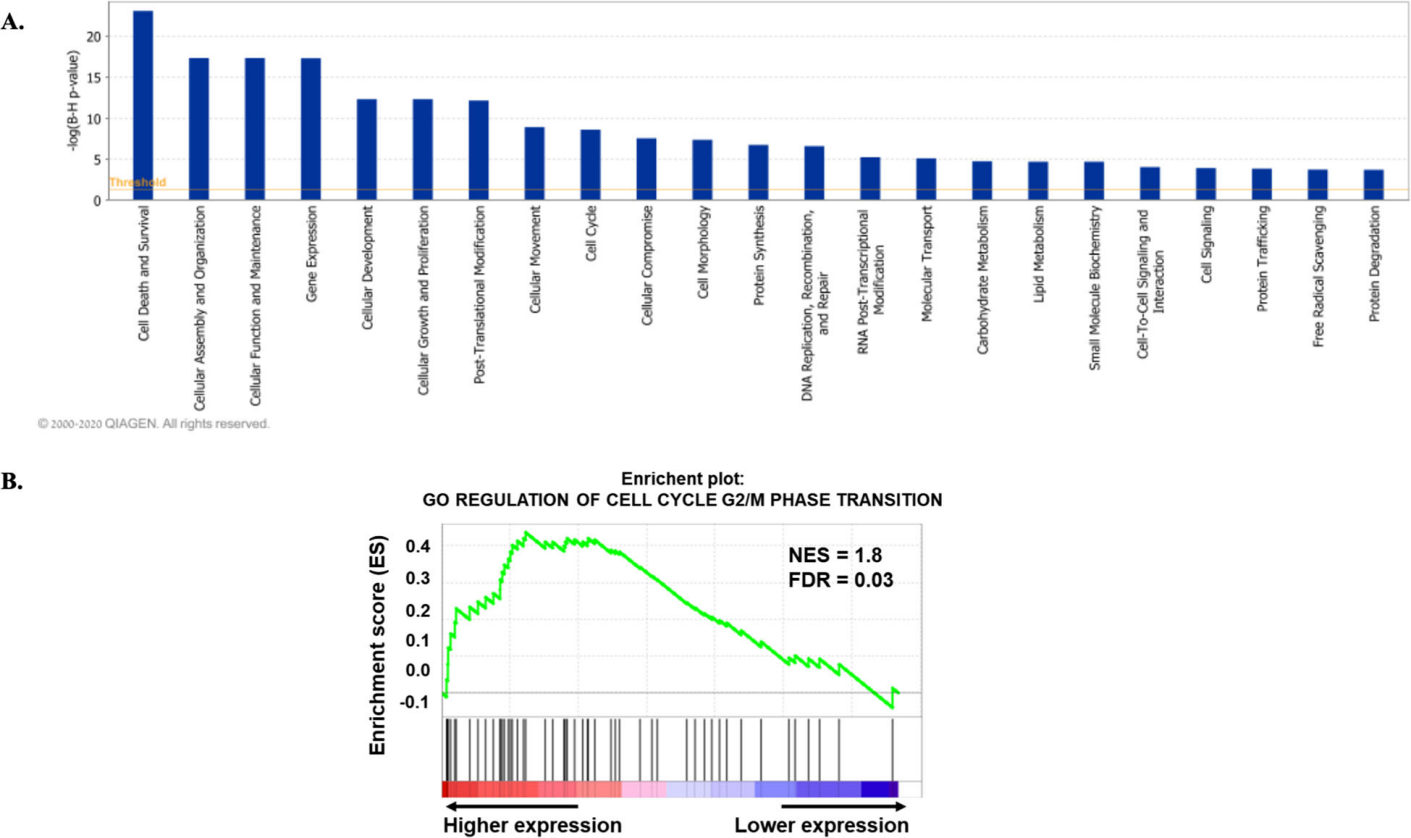
Enrichment of biological functions related to cell cycle in P compared to NP day 18 bovine CL. **A** Bars indicate the likelihood [−log B-H (p-value)] that the specific molecular and cellular functions obtained from IPA disease and biological functional categories analysis was affected by P cows compared with NP cows. **B** GSEA enrichment plot of the Gene Ontology (GO) term regulation of the cell cycle G2/M transition

## Discussion

This study utilized various functional annotation tools to analyze the transcriptome of bovine CL, dissecting the molecular profile of d18 P cows for the first time and demonstrating that it is strikingly different from that of non-luteolytic, NP CL at the same day of the cycle. This conclusion is based on DEGs, IPA, and metascape canonical pathways, GSEA enrichment plots, along with molecular and cellular functions. Unlike previous publications, this study captured the transcriptome of early pregnancy CL exposed to IFNT and compared it to non-luteolytic cyclic CL, thus singling out the effects of IFNT [15, 28–30].

Several findings here indicate that the CL of P cows were exposed to IFNT, including the enrichment of the IFNA/B signaling pathway, IFN and its receptors were identified as an upstream regulators along with various ISGs differentially expressed in the P compared to NP analysis. An outstanding finding of this study was that most IPA canonical pathways were downregulated in P cows, whereas very few pathways were upregulated. Importantly, the selective DEGs studied here in LGCs, were regulated by roIFNT in vitro similarly to their regulation in the CL of P cows, supporting the notion that IFNT affects luteal gene expression in vivo*.* This is further corroborated by previous findings demonstrating that various ISGs (*IRF9*, *ISG15*, *MX2,* and *OAS1*) were elevated by roIFNT treatment in vitro of in various luteal cell models [16–18, 32, 33].

Many of the downregulated pathways in the pregnancy CL were pathways whose involvement in luteal regression was established before. Among them EDN1, eNOS, CXCR4, VEGF, IL8, TGFB1, THBS1, IGF1, STAT3, and FGF2 signaling [15, 16, 34–38]. Moreover, most of these pathways were previously shown to be induced by PGF2A specifically in the responsive gland [7, 35, 38, 39]. 

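Of the ligands, receptors and effectors that the named pathways carry, only some were lower in their own mRNA. CXCR4, a chemokine receptor, fell from 115.1 ± 32 normalized counts in NP to 62.1 ± 19.5 in P cows (log2 fold change -0.91, SE 0.26, adjusted p = 0.0143), and IGF1R, the receptor of IGF1, from 192.1 ± 62.9 to 92.42 ± 35.8 (log2 fold change -1.09, SE 0.28, adjusted p = 0.00951). Its adaptor IRS2 fell from 68.06 ± 46.2 to 13.54 ± 11.4 (log2 fold change -2.66, SE 0.75, adjusted p = 0.0139), whereas the binding protein gene IGFBP4 rose from 4517 ± 1060 to 7195 ± 1540. IGF1 (log2 fold change 0.44, adjusted p = 0.254) and STAT3 (0.25, adjusted p = 0.0935) did not pass, and CXCL8, which encodes IL8, was not analysed here. The death receptor gene FAS fell from 28.14 ± 13.3 to 9.52 ± 2.29 (adjusted p = 0.0141).

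In a list of 23 tested genes linked to luteolysis, 0 rose and 6 fell (7 fell adjusted over the list alone). It did not pass camera (adjusted p = 0.324). Of 14 genes of the IGF axis 2 rose and 3 fell, also adjusted over the list alone, with a median of 0.09 and a mean of -0.15 (camera adjusted p = 0.886). Once P cows 01, 18 and 28 were left out, 3 genes of the luteolysis list fell, 1 of the IGF axis rose and 0 fell, and CXCR4 (-0.68, adjusted p = 0.079), IGF1R (-0.74, adjusted p = 0.0762), IRS2 (-1.59, adjusted p = 0.0836) and FAS (-1.06, adjusted p = 0.117) did not pass. From the downregulated pathways the paper proposes that the CL can resist the luteolytic actions of PGF2A at this phase of pregnancy.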

The suppression of the luteolytic pathway in the pregnancy CL suggested by our findings imply that at this initial phase of pregnancy the gland can resist PGF2A luteolytic actions. Our results provide an explanation why in ruminants ample evidence showed that the CL of early pregnancy is more resistant to the luteolytic action of PGF2A [40–46].

The issue of whether and how PGF2A secretion differs in the pregnant compared the cyclic cow or ewe is controversial. On the one hand, pregnant ruminants were reported to have higher concentrations of basal PGF2A than cyclic animals have [47, 48]. However, recent publications have suggested that although the numbers of PGF2A pulses per day were significantly higher during luteolysis, compared with pregnant animals, they were similar in the pregnant animals and in those at the late luteal phase [40, 49]. Additionally, PGF2A can reach the CL during early pregnancy as shown by Banu and coworkers [50].

TGFB1 signaling is a pathway that was shown to be significantly enriched and repressed in the current study in P compared to NP cows, as well as in previous reports [15, 28] (see Figs. 2, 3, and 6). TGFB1 is extensively studied in relation to luteolysis and was shown to be specifically upregulated by PGF2A in the mature CL [34, 51]. Functionally, TGFB1 promotes apoptosis of bovine luteal endothelial cells [51–53], limits their cell growth, and disrupts capillary morphogenesis and endothelial barrier function [53]. Previously we reported that IFNT inhibits *TGFB1* expression in luteal endothelial cells and CL slices [16], here we observed that *TGFBR1* and *TGFBR2* were inhibited in vitro by IFNT in LGCs, suggesting a multicellular, effective shutdown of TGFB1 signaling in the pregnancy CL.

Downregulation of TGFB1 signaling in the CL of P cows would preserve the structure and function of luteal vasculature. Similarly, inhibition of THBS1 proapoptotic and antiangiogenic activities [51, 54] during pregnancy is expected to support luteal blood vessel integrity. Another factor that may take part in vascular maturation is PDGFB, which attracts pericytes, thus stabilizing blood vessels [55]. This study demonstrated that *PDGFB* is upregulated in the CL of P cows and is stimulated by roIFNT in LGCs in vitro [17]. 

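PDGFB, a growth factor that recruits pericytes to vessels, rose from 468.3 ± 107 normalized counts in NP to 742.5 ± 224 in P cows (n = 6 per group, log2 fold change 0.63, SE 0.20, adjusted p = 0.0237). Other members of the family moved the other way: PDGFD fell from 127.5 ± 65.1 to 35.85 ± 11 (log2 fold change -1.71, SE 0.33, adjusted p = 0.00202), and the receptor gene PDGFRB from 1203 ± 217 to 781.8 ± 146 (log2 fold change -0.62, SE 0.15, adjusted p = 0.00661). Of 12 markers of pericytes and smooth muscle 3 rose and 3 fell, with the same counts adjusted over the list alone. MCAM, an adhesion molecule of the vessel wall, fell from 301 ± 113 to 108.7 ± 51.9 (adjusted p = 0.0042), while the contractile genes CNN1 (from 124.9 ± 75.9 to 296.2 ± 144) and MYH11 (from 877.2 ± 378 to 1657 ± 770) rose.

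The marker list did not pass camera (adjusted p = 0.828, median log2 fold change -0.17, mean 0.01). The call of PDGFB was lost without NP cow 22 or any of P cows 18, 28 and 29 (log2 fold changes of 0.55 to 0.56, adjusted p = 0.0535 to 0.0583), that of PDGFRB without NP cow 22, P cow 27 or P cow 28 (-0.57 to -0.55), that of CNN1 without NP cow 31 (adjusted p = 0.0502) and that of MYH11 without NP cows 05 or 31 or P cows 01 or 29 (adjusted p = 0.0509 to 0.0629). With P cows 01, 18 and 28 left out, 0 markers rose and 1 fell, PDGFD (-1.45, adjusted p = 0.0294) still passed, and PDGFB (0.46, adjusted p = 0.169) and PDGFRB (-0.53, adjusted p = 0.066) did not.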

Corroborating this notion, in bovine luteal endothelial cell network established in vitro, the inhibition of PDGF signaling markedly decreased its formation and sprouting [56]. Notably, FGF2 and VEGFA signaling, the principal mitogens of luteal angiogenesis, were found here to be reduced in early pregnancy, suggesting that there is no new wave of angiogenesis during CL maintenance. Indeed, staining of the endothelial cell marker von Willebrand factor did not change in corpora lutea from day 16 of the estrous cycle to day 40 of pregnancy and remained the same in day 16 P compared to NP cows [55].

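The mRNAs of FGF2 and VEGFA did not pass the test. FGF2 had 109.3 ± 26.6 normalized counts in P and 97.71 ± 28.9 in NP cows (log2 fold change 0.17, SE 0.21, adjusted p = 0.555), and VEGFA 1142 ± 390 and 1359 ± 313 (log2 fold change -0.29, SE 0.21, adjusted p = 0.296). VEGFB, a related ligand, rose from 346.4 ± 92.5 to 592.5 ± 76.9 (log2 fold change 0.80, SE 0.16, adjusted p = 0.003). Of 30 angiogenic ligands and receptors 3 rose and 7 fell, also adjusted over the list alone. The list did not pass camera (adjusted p = 0.437).

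Markers of endothelial cells moved apart. The junction genes PECAM1 (from 375.8 ± 179 to 71.51 ± 48.4, log2 fold change -2.56, adjusted p = 0.00134) and CDH5 (from 1007 ± 259 to 454 ± 167, log2 fold change -1.19, adjusted p = 0.00218) fell, EGFL7 rose (from 1419 ± 211 to 3345 ± 1530, adjusted p = 0.00403), and VWF did not pass (-0.55, adjusted p = 0.126). Of 18 such markers 2 rose and 3 fell (1 and 2 adjusted over the list alone, camera adjusted p = 0.541). With 3 P cows (19, 27 and 29) against NP, 0 angiogenic genes rose and 5 fell, 1 endothelial marker rose and 2 fell, and VEGFB had a log2 fold change of 0.64 (adjusted p = 0.055).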

EDN1, a vasoactive peptide, was one of first compounds reported to be elevated by PGF2A in a temporal manner during luteolysis [57, 58]. Therefore, inhibition of EDN1 by pregnancy CL (the current study and [59, 60]) or by roIFNT in vitro [16] is expected to maintain dilated vessels that are likely to enable nutrient and hormone exchange. 

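EDN1, the gene of the vasoconstrictor endothelin 1, fell from 34.93 ± 13.9 normalized counts in NP to 15.68 ± 6.77 in P cows (n = 6 per group, log2 fold change -1.1, SE 0.32, adjusted p = 0.0174). Its receptor EDNRB fell from 46.91 ± 13.9 to 19.38 ± 8.11 (log2 fold change -1.28, SE 0.31, adjusted p = 0.00657). ECE2, which matures endothelin (log2 fold change -0.65, adjusted p = 0.0522), did not pass, and AGT was not analysed here. In P cow 28 EDN1 had 28.8 normalized counts, whereas the other P cows had 10.7 to 16.4.

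Of 10 tested endothelin and angiotensin genes 0 rose and 2 fell, also adjusted over the list alone. The list did not pass camera (adjusted p = 0.397). Without P cows 01, 18 and 28, EDN1 still fell (-1.34, adjusted p = 0.0288), and EDNRB did not pass (-0.83, adjusted p = 0.0745).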

Besides its role as a vasoconstrictor, luteal EDN1 was shown to act as the local mediator of PGF2A in reducing progesterone output [57, 58]. The same applies to renin-angiotensin signaling. Previous studies pointed out that angiotensin II (Ang II) release is stimulated by PGF2A and that Ang II decreases progesterone release [61]. Ang II also acts in synergism with EDN1 during luteolysis [61]. 

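The genes at the core of progesterone synthesis did not pass the test. STAR, which brings cholesterol into mitochondria, had 24850 ± 9460 normalized counts in P and 35690 ± 13600 in NP cows (log2 fold change -0.53, SE 0.29, adjusted p = 0.156). CYP11A1, which cleaves the cholesterol side chain, had 59210 ± 8830 and 49770 ± 5620 (log2 fold change 0.24, SE 0.21, adjusted p = 0.374), and HSD3B1, which makes progesterone, 97080 ± 14800 and 67650 ± 19900 (log2 fold change 0.56, SE 0.27, adjusted p = 0.109). Around this core, SOAT1, which esterifies cholesterol for storage, fell from 560.6 ± 204 to 196.8 ± 64.8 (log2 fold change -1.5, SE 0.28, adjusted p = 0.00182), HSD17B12 fell from 5083 ± 2260 to 1960 ± 1480, and the nuclear receptor gene NR5A2 rose from 968.2 ± 333 to 1772 ± 567 (adjusted p = 0.0203).

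Of 27 tested steroidogenesis genes 1 rose, 4 fell and 22 did not pass (2 rose and 2 fell adjusted over the list alone). The list did not pass camera (adjusted p = 0.797). After P cows 01, 18 and 28 were left out, 1 rose and 1 fell, SOAT1 still passed (-1.38, adjusted p = 0.0183), and HSD17B12 (-0.82, adjusted p = 0.202) and NR5A2 (1.12, adjusted p = 0.0597) did not.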

Notably, no major steroidogenic genes were differentially expressed in P cows here and in Romero’s transcriptional analysis of pregnant sheep CL [15]; nevertheless, reduced EDN1 and Ang II can help maintain progesterone output during early pregnancy.

In addition to genes that form luteolytic signature (*TGFB1, THBS1, EDN1*, and *NOS3*), several genes related to prostaglandin metabolism were differentially expressed in pregnancy CL and modulated in vitro by roIFNT. 

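Of the 4 genes that form this signature, EDN1 passed the test in P against NP cows and the other three did not. TGFB1 had 382.9 ± 60.4 normalized counts in P and 559.2 ± 145 in NP cows, with an adjusted p of 0.0291 and a log2 fold change (-0.52, SE 0.17) short of the fold minimum. THBS1, a matrix protein that limits angiogenesis, had 938.5 ± 772 and 1137 ± 1090 (log2 fold change -0.23, SE 0.51, adjusted p = 0.743), with 3260 normalized counts in NP cow 42 against 418 to 1290 in the other NP cows. NOS3, the endothelial nitric oxide synthase, had 545.8 ± 167 and 482.1 ± 121 (log2 fold change 0.16, SE 0.21, adjusted p = 0.576). Once P cows 01, 18 and 28 were left out, the log2 fold changes were -0.35 for TGFB1 (adjusted p = 0.27), -0.08 for THBS1 (adjusted p = 0.934) and 0.02 for NOS3 (adjusted p = 0.965).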

Among those genes related to prostaglandins, *PTGS2* and *HPGD* were upregulated and *PTGFR* was downregulated. Such regulation may imply reduced response to PGF2A and enhanced prostaglandin synthesis during pregnancy most probably PGE2, shown to play luteoprotective role [62, 63].

The current study also unearthed a novel pathway, one of the few upregulated (Z-score = 3.162;*padj* = 0.002) in early pregnancy CL, known as the SHH pathway. It is a highly conserved pathway activated when the SHH ligand binds to its PTCH1 or PTCH2 receptors, relieving the inhibition of smoothened and activated GLI1, GLI2, and GLI3. The transcriptional factors of the GLI family in mammals, including GLI1, GLI2, and GLI3 serve important roles in the SHH signaling pathway. SHH receptor binding also prevents inhibition by the downstream negative regulators SUFU and PKA [64, 65]. Interestingly, the SHH ligand was not differentially expressed in this study. These findings suggest that there is a non-canonical upregulation of the SHH pathway, as reported in previous studies [66, 67]. Future studies should focus on elucidating which compounds can lead to increased expression of the GLI transcription factors in the CL. Antiapoptotic proteins such as BCL-2, MCL-1, and BCL-XL were shown to be GLI target genes [18]. These proteins were increased in CL by IFNT in vivo [15] and in LGCs in vitro [17]. 

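In the CL of these cows the genes of the 3 antiapoptotic proteins were not called. BCL2L1, which encodes BCL-XL, had 550.6 ± 98.8 normalized counts in P and 399.1 ± 73 in NP cows, with an adjusted p of 0.0268 and a log2 fold change (0.46, SE 0.15) short of the fold minimum. MCL1 had 1010 ± 97 and 1018 ± 166 (log2 fold change -0.002, SE 0.12, adjusted p = 0.992), and BCL2, with at most 7 reads in a cow, was below the filter. The proapoptotic gene BCL2L11 fell from 59.79 ± 29.6 to 23.06 ± 16.8 (log2 fold change -1.46, SE 0.41, adjusted p = 0.0135).

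Among 32 tested pro- and antiapoptotic genes 0 rose, 5 fell and 27 did not pass (4 rose and 6 fell adjusted over the list alone). Among those that fell were BCL2L11, FAS and BMF, which promote cell death, and CFLAR, which blocks the signal of death receptors. The list did not pass camera (adjusted p = 0.437) and was lower by fry (adjusted p = 0.0296). With P cows 01, 18 and 28 left out, 3 genes fell, BCL2L11 among them (-1.99, adjusted p = 0.0129), and BCL2L1 had a log2 fold change of 0.37 (adjusted p = 0.147).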

Interestingly, we found here that IFNT elevated *GLI2* and *PTCH2* mRNA expression but not *GLI1* and *SUFU* in LGCs. These findings suggest a possible role for *GLI2* in the survival of luteal cells by the upregulation of anti-apoptotic proteins.

Inactivation of the MMP pathway is enriched in the P cow CL (Fig. 7A) compared with NP CL. MMPs and and their tissue inhibitors (TIMPs) have been implicated as key regulators in the structural involution of the CL during luteal regression [68–70]. PGF2A stimulated MMPs involved in the breakdown of ECM during luteolysis, which accelerates cell detachment from the CL during luteolysis [69, 70]. THBS2, another component of the MMP pathway is upregulated in vivo and in vitro by PGF2A treatment [35, 38] and inhibited during the early period (this study) or for the entire pregnancy [71]. Importantly, the current study shows that IFNT directly inhibited *THBS2* in LGC*,* along with *MMP9*, *ADAM17,* and *TIMP3*, genes constituting the canonical IPA pathway termed “inhibition of MMPs” These results suggest that inhibition of the MMP pathway can serve as a tool to achieve ECM stabilization during pregnancy.

## Conclusions

This study unraveled the distinct molecular profile of early pregnancy CL on day 18, suggesting that it differs substantially from the non-pregnant gland on the same day. Our results suggest that a wide range of functional pathways may be affected: endothelial activation is restrained, blood vessels are stabilized, apoptotic mechanisms are inhibited, steroidogenesis is maintained, and the ECM is preserved. Additionally, the similarity between the regulation of genes by IFNT in vitro and the expression of these genes in the pregnancy CL suggests that the endocrine actions of IFNT may contribute to the characteristics of early pregnancy CL.

## Materials and methods

### Animals and samples collection

The experiment was conducted in accordance with relevant guidelines and regulations at the Experimental Station Hildegard Georgina Von Pritzelwiltz, located in Londrina, PR, Brazil. The Animal Research Ethics Committee of Escola Superior de Agricultura “Luiz de Queiroz” (ESALQ)/University of São Paulo approved all procedures involving cows in this study (Protocol #2018.5.1252.11.5). Non-lactating, *Bos indicus*, multiparous cows (*n* = 35), were submitted to the fixed-time AI (FTAI) protocol as described by Madureira et al. [72]. On the day of insemination (Day 0), cows were assigned into the groups: artificial insemination [AI] group (*n* = 20) or synchronized, non-inseminated group (cyclic; *n* = 10), cows from the AI group were then inseminated using frozen/thawed semen from two high fertility Aberdeen Angus bulls (Alta Genetics, Uberaba, Brazil). On day 17 after AI and 1 day before CL collection, blood samples were collected by puncturing the coccygeal vein into evacuated 10 mL tubes containing sodium heparin (Vacutainer, Dickinson, Franklin Lakes, NJ, USA). Immediately after collection, the tubes were placed on ice and kept refrigerated until processing. Blood samples were centrifuged at 1700×g for 15 min and aliquots of plasma were frozen and stored in duplicate at − 20 °C until they were assayed for progesterone. On Day 18 all cows were slaughtered, and each uterine horn of cows in the AI group was flushed with 10 mL of sterile saline solution. Pregnancy was confirmed by identifying an elongated embryo in uterine flushes, ISGs expression and serum P4 concentration 7 cows were chosen. The presence of a functional CL was confirmed by measuring plasma progesterone using a commercial RIA kit (CT Progesterone, MP Biomedicals LLC, Solon, OH, USA), following the manufacturer’s instructions as previously described and validated for bovine plasma [73]. The intra- and inter-assay CVs were 2.1 and 2.2% respectively, and the sensitivity was 0.05 ng/mL. The CL were collected in cryotubes and immediately frozen in liquid nitrogen and stored at − 80 °C for subsequent RNA extraction and determination of luteal progesterone. Approximately 20 mg of the CL sample, were minced and the homogenates divided into two parts. One part was submitted to a progesterone RIA assay as described above, and the second part of the homogenate was used for protein determination (using Bicinchoninic Acid Kit, Sigma-Aldrich).

### RNA isolation and transcriptomics

For next generation sequencing (NGS), total RNA was isolated from all 14 samples (7 samples for each P and NP groups) using the Tri-Reagent (Molecular Research Center Inc., Cincinnati, Ohio, USA) according to the manufacturer’s instructions. The quantity, quality, and purity of RNA were determined using a 2100 Bioanalyzer instrument (Agilent Technologies, Waldbronn, Germany) and a NanoDrop Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Only samples with an RNA integrity number (RIN) number greater than 7.5, with all A260/230 ratios > 2.00, and all 260/280 ratios > 1.98 were eligible for this study. Based on the quality and quantity of RNA further analysis were carried out with 6 cows per group. Sequencing and bioinformatics analysis were carried out at The Nancy and Stephen Grand Israel National Center for Personalized Medicine of The Weizmann Institute of Science, Israel.

#### Sequencing

First, 500 ng of total RNA for each sample was processed using an in-house poly A-based RNA seq protocol [74]. Briefly, total RNA was fragmented, followed by reverse transcription and second strand cDNA synthesis. The double strand cDNA was subjected to end repair, A-base addition, adapter ligation, and PCR amplification to create libraries. Libraries were evaluated by Qubit and TapeStation. Sequencing libraries were constructed with barcodes to allow multiplexing. Single end 84 bp reads were sequenced on an Illumina NextSeq 500 machine, yielding a median of 17 M reads per sample. Both before and after the trimming, the median of the first bases was 32 and from base 6 the median of the quality was 36. 92–93% of the reads had a mean quality of at least 30, after the trimming (before the trimming, 90–93% of the reads had a mean quality of at least 30). Most reads had a GC content of 44–45%.

#### Bioinformatics

Poly-A/T stretches and Illumina adapters were trimmed from the reads using cutadapt; resulting reads shorter than 30 bp were discarded. Reads were mapped to the reference genome ARS-UCD1.2 using STAR [75], supplied with gene annotations downloaded from Ensembl (with the End-To-End option). Expression levels for each gene were quantified using htseq-count [76], using the gene transfer format (GTF) file. Differentially expressed genes were identified using DESeq2 [77] with the betaPrior, cooksCutoff, and the independent filtering parameters set to False. Raw *P* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. The full pipeline was run using snakemake [78]. Genes were considered to be differentially expressed in P compared to NP, with log2 fold change (FC) ≥ 0.58 for the upregulated genes and ≤ − 0.58 for the downregulated genes with the adjusted *p*-value below 0.05 and the gene had a count of at least 30 in one sample. Functional and pathway analysis was performed on transcriptomic data using Ingenuity pathway analysis (IPA), Metascape, and GSEA. Prior to the pathway analysis, DEGs were converted into human orthologues to make use of well-established human pathway analysis databases (KEGG and Reactome).

### Ingenuity pathway analysis (IPA)

IPA (Qiagen, Inc., Valencia, CA, USA) was used to identify the predicted canonical pathways, associated diseases, and functions, key upstream regulators, and the related signaling pathways (https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). A list of DEGs with associated log2FC ≥ 0.58 for the upregulated genes and ≤ − 0.58 for the downregulated genes with *padj* ≤ 0.05 and a count of 60 at least in one of the samples, was uploaded into the IPA server (http://www.ingenuity.com; version 2.3) to identify the enriched canonical pathways. Based on the information stored in the Ingenuity Knowledge Base (IKB), genes were mapped to networks and pathways. Raw *p* values were adjusted for multiple testing using the procedure of Benjamini and Hochberg. Pathways with [−log 10 (B-H (p-value)] > 1.3 (the equivalent of *p* < 0.05) were considered as significantly enriched, along with an activation score (Z-score) above ≥1.90.

### Metascape analysis

Metascape (http://metascape.org/), a gene annotation and analysis resource [79], was used to perform a functional enrichment analysis, which included a canonical, KEGG, and reactome pathway analysis of the overlapping DEGs in all three databases. DEGs that were significantly upregulated (log2FC ≥ 0.58) genes and downregulated (log2FC ≤ − 0.58) genes with padj ≤0.05 were uploaded in a separate list in the Metascape server.

### Gene set enrichment analysis (GSEA)

Whole expression data from the P and NP groups were subjected to gene set enrichment analysis using GSEA [80]. GSEA ranks the genes in expression dataset and then analyzes those pre-ranked genes to determine whether a priori defined sets of genes show statistically significant, concordant differences between two biological states. The differential expression data were tested against the hallmark gene set collection from the molecular signature database, MsigDB v7.2 as well as the KEGG and REACTOME databases. GSEA was applied to the human ortholog genes that were obtained by HomoloGene database and bovine Ensembl. For genes where there was more than one ortholog, one was chosen randomly.

### Isolation and culture of granulosa cells

We collected bovine ovaries bearing large follicles (> 10 mm in diameter) from a local slaughterhouse, as described previously [17, 81]. Only follicles containing at least 4 million granulosa cells were included in these experiments. Granulosa cells were enzymatically dispersed and seeded for overnight incubation in DMEM/F-12 containing 3% fetal calf serum (FCS). The next day, the media was replaced with luteinization media containing FCS (1%), insulin (2 μg/mL), and forskolin (10 μM) [17, 81]. Then, the cells were washed with phosphate buffered saline (PBS), and kept for a 3–5 h adaptation period in DMEM/F-12 media containing 1% FCS. Finally, the cells were incubated 24-36 h as indicated in the results section, with either basal media (containing 1% FCS; control) or roIFNT (1 ng/mL; a generous gift from Prof. Fuller W. Bazer, Texas A&M University and it was functionally validated in numerous studies [9]). At the end of the incubation period, cells were collected for either total RNA extraction, as described below.

### RNA extraction and quantitative real-time PCR

Total RNA was isolated using Tri-Reagent (Molecular Research Center Inc., Cincinnati, Ohio, USA) according to the manufacturer’s instructions. 1 μg of total RNA was reverse transcribed by using the qScript cDNA synthesis kit (Quantabio, Beverly, MA, USA). Real-time PCR was performed using the LightCycler 96 system with LightCycler 480 SYBR Green I Master (Roche Diagnostics, Indianapolis, IN, USA) [17, 82]. The lists of sequences of primers used for quantitative qPCR were provided in Supplementary Table 1. All primers were designed to span an intron to prevent amplification of genomic DNA, and have single-product melting curves, as well as consistent amplification efficiencies between 1.8 and 2.2 [17, 82]. We selected *GAPDH* and *RPS26* as a housekeeping genes, as described previously [16, 82]. The threshold cycle number (Ct) was used to quantify the relative abundance of the gene; arbitrary units were calculated as 2-ΔCt = 2-(Ct target gene - Ct housekeeping gene).

### Statistical analyses - cell culture

Statistical analyses of the in vitro work were performed using GraphPad Prism version 6.01 Software (GraphPad Software, Inc., San Diego, CA). Data are presented as means ± SEM. Cell culture experiments comprised at least four independent repeats; each repeat consisted of cells obtained from different follicles (one follicle/cow), examined in duplicates. Data were analyzed by either Student’s t-test or one-way ANOVA, when indicated. In all analyses, a value of *p* ≤ 0.05 was considered significant.

## Supplementary Information

**Additional file 1 Supplementary Fig. 1.** Principal component analysis (PCA) of P cows and NP cows samples are clustered by gene-expression profile. The analysis was based on the 1000 most variable genes. P; Pregnant cows; NP: Non-pregnant cows.

**Additional file 2 Supplementary Table 1.** List of primers used for qRT-PCR.

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO repository, [persistent web link to datasets: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163212]. To review GEO accession GSE163212: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE163212 Enter token qjurmsqadxcxdcv into the box. The following secure token has been created to allow review of record GSE163212 while it remains in private status.

## Abbreviations

DEGs: Differentially expressed genes
EDN1: Endothelin 1
ECM: Extracellular matrix
GSEA: Gene Set Enrichment Analysis
IPA: Ingenuity Pathway Analysis
PDGF: Platelet Derived Growth Factor
PGF2A: Prostaglandin F2 Alpha
TGFB: Transforming Growth Factor Beta
TNFA: Tumor necrosis factor alpha

# Supplementary material for: Downregulated luteolytic pathways in the transcriptome of early pregnancy bovine corpus luteum are mimicked by interferon-tau in vitro
**Source:** BMC Genomics. 2021 Jun 16;22:452. doi: 10.1186/s12864-021-07747-3
**Supplement:** Supplementary file 2 — Additional file 2 Supplementary Table 1. List of primers used for qRT-PCR.

| **Gene Name** | **Primer** | **Sequence (5’-3’)** | **Accession No.** |
| --- | --- | --- | --- |
| *GAPDH* | Forward  Reverse | GTCTTCACTACCATGGAGAAGG  TCATGGATGACCTTGGCCAG | NM_001034034 |
| *GLI1* | Forward  Reverse | CCTTCAAAGCCCAGTACATGC  GTGCGTCTTCAGATTTTCCAG | NM_001099000.1 |
| *GLI2* | Forward  Reverse | TTCACCTCCATCAATGCCACA  TTGACAGTGCTGCTGCTCACGG | NM_001192250.2 |
| *PTCH2* | Forward  Reverse | ACGCCTTCTCCTCTACCAC  CGCAGCATTGTCACACA | XM_005204892.4 |
| *SUFU* | Forward  Reverse | CAGGTTACCGCTATCGTCAAG  CTGTTGTCGCCATAGAGATCG | NM_001098083.2 |
| *TIMP3* | Forward  Reverse | ATCCGAGCCAAGGTGGTAGGG  CCTCAAGCTTAAGGCCACAGA | NM_174473.4 |
| *TGFBR1* | Forward  Reverse | CCAGAGACAGGCCATTTGTATG  GCTGCCAGTTCAACAGGACCAAG | NM_001159566 |
| *TGFBR2* | Forward  Reverse | GCTCCGAAGAATGCCAGAAG  AGTGATGATGACTGCATGG | NM_174621 |
| *ADAM 17* | Forward  Reverse | GCCTTACGTCAACGCCGAAC  GAGGACGGAACCGACGATG | XM_002691486.6 |
| *HPGD* | Forward  Reverse | GAACCTACCTGGGCTTGGATTAC  GCCTGGGCAAATTGCGTTCAGTC | NM_001034419.2 |
| *PTGFR* | Forward  Reverse | TGGGGCACCTTCTTTGATCTGG  AACCTGACAGCCAACCACGTA | NM_181025.3 |
| *THBS2* | Forward  Reverse | GCTTCGTCCGCTTTGACTAC  TAGGTGAGGTCCAGGGTGT | NM_176872 |
| *MMP9* | Forward  Reverse | GAGAGGGTCGCAATGATG  CTGGCACGGAGGTGTGATCTA | NM_174744 |
| *BMP4* | Forward  Reverse | ACTGGGATCAGGGCTTTCATC  CTCACATCAAAAGTTTCCCACCG | NM_001045877.1 |
| *PTGS2* | Forward  Reverse | CAGCGGTGCAGCAAATCCTTG  CTGTGTTGGGAGTGGGTTTCA | NM_174445 |
| *RPS26* | Forward  Reverse | CCAACTGTGCCCGATGTG  TTCCCGAGAGCGATTCCTGA | NM_001015561 |

**Supplementary Table 1. List of primers used for qRT-PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

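The data are RNA-seq counts of CL collected on day 18 from 6 pregnant (P) and 6 non-pregnant (NP) cows, 1 library per cow. The labels and the paper name each sample by cow and group, and each cow counts as 1 replicate. The paper states that RNA was isolated from 7 cows per group and that 6 per group were kept by RNA quality and quantity. Poly-A libraries were read as single-end reads on a NextSeq 500.

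The authors trimmed poly-A/T stretches and adapters with cutadapt, mapped the reads to ARS-UCD1.2 with STAR (version 2.4.2a in the submitters' processing notes) and counted them per Ensembl gene with htseq-count. They tested P against NP with DESeq2 and adjusted p by Benjamini-Hochberg. The table deposited by the authors holds 15178 genes, of which 1616 have no symbol, with normalized counts (counts divided by the DESeq2 size factor of the library, rounded to 2 decimals), a log2 fold change and p-values. These signal values are htseq-count counts that the authors divided by the DESeq2 size factors before deposition. The design set beforehand assumed counts and named edgeR with TMM as the main test. Because the unit is a normalized count, the main test used here was one for continuous values, and the count tests were run as alternatives on recovered reads. Reads were recovered as whole multiples of 1 step per library, and at least 99.9% of the values of each library were whole within 0.0051. Where several rows of the table share a symbol, the row with the highest mean was used. The recovered reads per library are those counted on genes, and the number sequenced per library is not used here.

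Log2(value + 1) was compared with limma 3.58.1 (R 4.3.3) with a variance trend, for 11907 genes with a value of at least 30 in at least 1 cow. DEGs had an adjusted p below 0.05 and a log2 fold change of at least 0.58 in size. Lists were tested with camera, with a preset correlation of 0.01, and p was adjusted over 41 lists. A list of leukocyte and lymphocyte genes was added after the first results, before its own values were seen. Counts of a list's members "adjusted over the list alone" use Benjamini-Hochberg on the p-values of its members. PCA used the 1000 most variable genes, and groups were compared on each component with a two-sided exact permutation test. Trees used Pearson dissimilarity and average linkage. The named genes are every gene the paper's text or figures name for the CL, the 10 DEGs with the largest rise and the 10 with the largest fall that have a symbol, a mean of at least 100 normalized counts and no overlap between the groups, up to 4 members of each list with the smallest p, and the housekeeping genes GAPDH and RPS26, a rule set before the data were examined, although the values in the paper's figures had been seen.

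The lists cover type I ISGs, interferon receptors and signalling, MHC class I, hedgehog signalling, PKA subunits, TGFB signalling, MMPs and inhibitors, MMP activators, ADAM and ADAMTS proteases, prostaglandins, steroidogenesis, cholesterol synthesis, luteolysis, endothelin and angiotensin, angiogenesis, the IGF axis, PI3K, RAS and MAP kinases, G proteins, apoptosis, G2/M, proteasome subunits, ribosomal proteins, the respiratory chain, immediate early genes, heat shock, hypoxia, chromatin and markers of other cell types. To these were added the genes of Fig. 1C, Fig. 6A, Fig. 7B and Fig. 8A, which the study chose on these samples. The test was checked on simulated libraries with planted changes, where it found 97% of the genes changed 4-fold and 16.4% of those changed 1.5-fold, so that a change near the fold minimum can be missed at this depth and number of cows.

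The alternatives were edgeR 4.0.16 with TMM, relative log expression and upper quartile factors, DESeq2 1.42.0, limma-voom with and without sample weights, other filters, pseudocounts and fold minimums, 1 surrogate variable (sva 3.50.0), fry, camera with an estimated correlation, and leaving out each cow. The setting with TMM was the test named beforehand for counts, added as an alternative once the unit was known. Chosen after the data were seen were leaving out P cows 01, 18 and 28 together, thinning all libraries to 2038858 reads, the log2 library total as a covariate, the authors' p-values adjusted over the genes tested here, and PCA on TMM-normalized values. A correction for GC content or gene length was not run, since no genome was used here. Genes without a row in the table, among them SHH, IFNG, OAS1X, AGT and CXCL8, were not analysed here, and the results of some tested genes are not reported here. The qPCR, progesterone and LGC measurements were not used here.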

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

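The tests of low depth, of a shared property and of cell shares in this part were chosen only after the result was seen, unlike the splits of the samples, the tests of the gene lists, the comparison of interferon-stimulated genes with PC1 and the leukocyte list.

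Among 414 groups of 6 cows tested for a cow far from the others of its group, 39 had such a cow. Chance would give about 21 (about 1 in 20 groups) for normally distributed values and independent groups. Gene values were tested as counts without a log, and all groups come from the same 12 cows. The 39 are therefore not shown to exceed chance. NP cow 22 accounts for 14 of them and P cow 01 for 5. NP cow 22 stood apart from the other NP cows in the mean log2 value of RAS and MAP kinases (7.91) and in the normalized counts of PRKAR2A (49.5), MAPK14 (657), ACVR1B (40.6), SMAD2 (388), TGFBR1 (42.5), PTGFRN (735), ESR1 (151), ARNT (253), MAP2K1 (270), RDH11 (552), CSNK1A1 (497), GNAS (842) and ROCK1 (376), all of them above the other NP cows. P cow 01 was above the other P cows in the mean log2 value of hedgehog signalling (7.26) and in the normalized counts of GLI1 (68.4), GLI2 (207), PTCH1 (309) and MYH11 (3120). It also had the highest mean log2 value of follicle and theca genes (9.40, the other P cows 7.37 to 7.96), a list that was not scanned in this way. P cow 28 was below the other P cows in the mean log2 value of PI3K, AKT and mTOR genes (6.73) and in SUFU (2.61 normalized counts, a value of few reads), and above them in IFI35 (217) and EDN1 (28.8). P cow 29 was above them in ISG15 (914) and IFI6 (5750). P cow 18 was above them in MAPK11 (101), GNAS (327) and FCER1G (551), and P cow 19 in MAPK14 (401), SLCO3A1 (25.3) and ITPR1 (130). Among NP cows, cow 42 was above the others in IFIT3 (83.7), THBS1 (3260) and BMP4 (250), cow 32 in TYK2 (1120), STAT3 (2080), STARD3 (490) and AKT2 (447), and cow 31 in PTGR1 (502).

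Genes and lists that the paper does not discuss also differed between P and NP cows. Of the genes without overlap between the groups, those with large log2 fold changes were higher for SREK1IP1 (2.57), ANKRD12 (2.46), HMGN5 (2.37), FYB1 (2.27), AGER (2.21), KLF13 (2.18), PLA2G4B (2.16), SNTB2 (2.15) and PURA (2.12), and lower for HS6ST2 (-2.93), HHIPL1 (-2.73), RDH11 (-2.72), B4GALT5 (-2.58), PECAM1 (-2.56), ATP1B1 (-2.38), CKAP4 (-2.30) and IQGAP1 (-2.29). By camera, genes of cholesterol synthesis were lower (adjusted p = 0.00703), and ribosomal proteins (adjusted p = 0.000207) and markers of T and NK cells (adjusted p = 0.0111) were higher in P cows. Each of these 3 lists has an adjusted p of 0.689 with an estimated correlation.

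The splits bear on how far chance can be excluded. Of 100 splits of the 12 cows into 6 and 6, only 1, the real one, gave as many DEGs (3197, highest other 1116). The same held for upregulated DEGs (1429, highest other 595) and downregulated DEGs (1768, highest other 595). The 100 were drawn from a larger number of possible splits. The real split was thus the most extreme of those drawn, which makes chance unlikely for these counts without excluding it. P cows 01, 18 and 28 are all on the P side, so these splits cannot tell pregnancy from a property of these libraries. For the number of lists past the threshold chance cannot be excluded, since 62 of 100 splits passed at least as many as the real one (7, highest other 15). Without P cows 01, 18 and 28, 1 of 84 splits of the other 9 cows, the real one, gave as many DEGs (1408, highest other 1).

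The first pattern is that the P libraries of lowest depth, cows 01, 18 and 28, differed most from the NP cows, with 4020 DEGs against NP where the other 3 P cows gave 1408. Counting noise is argued against by reads thinned to the smallest library, on which the ratio of the 2 counts was still 3.79. With cow 29, a deep library, in place of cow 01 the count was 4013, 0.998 times as many, so depth did not strictly order the sets. That set gave the most DEGs of those with a deep library, and it keeps cows 18 and 28, the shallowest. Sets with only 1 of cows 01, 18 and 28 gave 1170 to 2608 DEGs, so a part for depth remains open. P cows 01, 18 and 28 do not make the whole difference, since 1408 DEGs were called anew without them and no other split of the 9 cows gave more than 1. The DEGs of all cows had a median fold change ratio of 0.76 without them, but the comparisons share cows. A property they share other than depth, such as RNA quality, dissection or library batch, cannot be told apart from a biological difference, because no label gives it per cow. A different exposure to the embryo's interferon was tested across the 6 P cows, where the mean of the ISGs and PC1 had a Spearman rho of -0.0857 (exact permutation p = 0.919) and a Pearson r of -0.0768 (exact permutation p = 0.849, r = -0.157 without cows 18 and 28, 1 relation, adjusted p = 0.919). The bound set beforehand, a rho at or below 0, would exclude it, but that bound made no allowance for the spread of 6 cows, and after the value was seen this explanation was left open.

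The second pattern is the rise of T and NK cell markers and ribosomal proteins in P cows. The 3 low-depth libraries are argued against, as both lists passed without them at the preset correlation (the larger adjusted p = 0.000865), with median log2 fold changes of 0.635 for the markers (0.564 with all cows) and 0.275 for ribosomal proteins (0.282 with all cows). With an estimated correlation each list had an adjusted p of 0.868 without them, and only 2 of the 6 markers called with all cows were called. A lower share of luteal cells would raise the markers of other cell types alike. T and NK markers (mean log2 fold change 0.59, SE 0.11) were above those of endothelial cells (-0.22), fibroblasts (-0.28) and pericytes (0.01). The smallest difference was 2.07 standard errors, just above the bound of 2. These standard errors run over genes and not cows, and take the genes as independent. The estimated correlation within the T and NK list was 0.487, so this test cannot decide. More lymphocytes in the P samples may account for the rise of both lists, but genes of all leukocytes and of lymphocytes did not pass (camera adjusted p = 0.123, 6 of 23 higher and 0 lower, median log2 fold change 0.43), and none of the 23 is in the T and NK list. This explanation therefore remains open.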

How the results depend on the processing

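Leaving out P cows 01, 18 and 28, the library total as a covariate, thinned reads, PCA on TMM-normalized values and the authors' p-values adjusted over the genes tested here were chosen only after the data were seen, and edgeR with TMM, named beforehand as the main test for counts, was run as an added alternative. No result that passed in either setting reversed. Values short of the threshold changed direction as follows. For lists (adjusted p), steroidogenesis did so with 1 surrogate variable (0.961), without the 3 cows (0.529) and with the covariate (0.561); prostaglandins with filterByExpr (1) and a minimum of 60 (0.987); RAS and MAP kinases with 1 surrogate variable (0.942) and the covariate (0.871); pericytes with 1 surrogate variable (0.978), sample weights (0.912) and the covariate (0.921); fibroblasts with the covariate (0.979); macrophages by fry (0.992), DESeq2 (0.901) and sample weights (0.796); and the IGF axis with a minimum of 60 (0.987), edgeR with TMM (0.974) and relative log expression (0.962), and DESeq2 (0.949). For genes (log2 fold change), these were THBS1 (0.0632) and TCF7L2 (0.0405) with 1 surrogate variable; MCL1 with relative log expression (0.00174) and DESeq2 (0.00135); STAT2 with upper quartile factors (-0.0139); GLI3 (0.0723) and TCF7L2 (0.00595) with sample weights; PTCH1 (-0.0557), TCF7L2 (0.0553), VEGFA (0.14) and GAPDH (0.0384) without the 3 cows; and GLI3 (0.0727), THBS1 (0.0945), TCF7L2 (0.102), NOS3 (-0.0375), VEGFA (0.145) and GAPDH (0.0331) with the covariate. Leaving out 1 cow at a time also changed the direction of such lists (IGF axis 0.712 to 0.963, RAS and MAP kinases 0.719 to 0.992, endothelial 0.263 to 0.984, pericyte 0.568 to 0.92 and macrophage markers 0.386 to 0.991) and genes (STAT2 -0.032 to 0.0939, PTCH1 -0.136 to 0.258, THBS1 -0.573 to 0.151 and MCL1 -0.0533 to 0.0775). The separation on PC1 (p = 0.00216 to 0.0119 over its alternatives, exact permutation) and the clustering (0 cows misplaced) kept their side of the threshold, and the hedgehog, TGFB, prostaglandin, steroidogenesis and luteolysis lists stayed short of it under all alternatives. With an estimated correlation the lists of ISGs, MMPs and G2/M genes each had an adjusted p of 0.689, since correlated members widen the test, and by fry the G2/M list had 0.136. A log2 fold change of at least 1 left 1471 DEGs (513 higher, 958 lower), by construction. With 1 surrogate variable there were 1890 (807 higher, 1083 lower), without P cows 01, 18 and 28 there were 1408 (478 higher, 930 lower), with fewer cows, and with the log2 library total as a covariate, which is partly confounded with the groups, 510 (182 higher, 328 lower). Without the 3 cows the MMP list had 0.105 and the G2/M list 0.0516, and with the covariate the MMP list had 0.0985. Over all these alternatives the adjusted p ran from 1.35e-06 to 0.689 for the ISGs, 0.00486 to 0.689 for the MMPs and 0.00855 to 0.689 for the G2/M list. Beyond the number of cows and the correlation, the cause was not tested. Leaving out 1 cow at a time gave 2521 (without NP cow 22) to 3561 DEGs, 1161 to 1649 higher and 1360 to 1926 lower, and adjusted p of 6.05e-05 to 0.002 for the ISGs, 0.0082 to 0.0426 for the MMPs and 0.00488 to 0.108 for the G2/M list, which was lost without P cow 01. Of 4966 comparisons over 178 named genes, 4478 kept direction and side of the threshold, 419 lost the call, 40 gained it and 29, all of uncalled values, changed direction. A correction for GC content or gene length was not run, as no genome was used here. At the depths and the 6 cows per group used here, 16.4% of simulated 1.5-fold changes were found, a size that lies at the fold minimum itself.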

Differences from the paper's values

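The edgeR setting with TMM factors was named beforehand as the main test for counts and was run here as an alternative. The thinned reads, leaving out P cows 01, 18 and 28, the library total as a covariate and the authors' p-values adjusted over the genes tested here were chosen only after the values were seen. The paper gives a median of 17 M reads per sample, which are reads sequenced, and the reads counted on genes here had a median of 6.52 M over the 12 cows, so the 2 are not the same quantity. No alternative changes this value. The paper's counts of DEGs, at the same thresholds, lie within 1.5 times those found here, except with a log2 fold change of at least 1 (1471) and with 1 surrogate variable (1890) and, of the settings chosen after the values were seen, without P cows 01, 18 and 28 (1408) and with the log2 library total as a covariate (510). All 41 values read from the heat maps of Fig. 6A and 7B and from Fig. 1C have the same sign here. Each differs by less than the SD of the gene's log2 values within the groups in the limma fit. That margin is wider than the SE given for genes here. The values come from the same 12 cows, so the same sign is not independent evidence.

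The paper lists MX2, GLI1 and PTGR1 as differentially expressed, and none of them passed here. For MX2 (log2 fold change 0.79, adjusted p = 0.201) the call was reached by edgeR with relative log expression factors (1.24, adjusted p = 0.0418) and DESeq2 (1.25, adjusted p = 0.0202), and without P cow 01 (1.19, adjusted p = 0.0248). For GLI1 (1.23, adjusted p = 0.115) it was reached by edgeR with relative log expression (1.88, adjusted p = 0.0408) and upper quartile factors (1.82, adjusted p = 0.0487) and by DESeq2 (1.93, adjusted p = 0.014). For PTGR1 (-1.04, adjusted p = 0.0961) it was reached by edgeR with upper quartile factors (-1.41, adjusted p = 0.0456) and DESeq2 (-1.34, adjusted p = 0.0186), and without NP cow 32 (-1.36, adjusted p = 0.0255). The test named beforehand for counts, edgeR with TMM, called MX2 (adjusted p = 0.044) and GLI1 (adjusted p = 0.0426) and did not call 242 of the authors' 3437 DEGs, and the authors' p-values, a setting chosen after the values were seen, called MX2 (adjusted p = 0.0175), GLI1 (adjusted p = 0.012) and PTGR1 (adjusted p = 0.0171) and left out 75 of them.

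The paper lists PTGS2 as higher in P cows, and it was below the filter here, with at most 22 reads in a cow against the count of at least 30 in 1 sample that the paper also states for DEGs. With no filter it passed by limma (log2 fold change 0.94, adjusted p = 0.0411), edgeR (1.05, adjusted p = 0.0348) and DESeq2 (1.07, adjusted p = 0.0202). MMP9, which the paper names among the matrix genes inhibited by IFNT in LGCs, had up to 45 reads in a cow but at most 29.1 normalized counts, which is below the filter on normalized values used here, and with no filter it was lower by limma (-1.76, adjusted p = 0.0328) and DESeq2 (-1.24, adjusted p = 0.0317) but not by edgeR (-1.23, adjusted p = 0.0715). These tests of single genes without a filter were made after the values were seen.

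The paper counts TGFB1, THBS1 and NOS3 among genes of a luteolytic signature that were differentially expressed. The DESeq2 values that the authors deposited also fall short of the paper's thresholds for these genes. The log2 fold changes there are -0.541 for TGFB1 (adjusted p = 0.0164), -0.277 for THBS1 (adjusted p = 0.768) and 0.176 for NOS3 (adjusted p = 0.575). TGFB1 was lower here with an adjusted p of 0.0291 but a log2 fold change of -0.52, and it passed the fold minimum by edgeR with upper quartile factors (-0.60, adjusted p = 0.0182), limma-voom with sample weights (-0.59, adjusted p = 0.0216), without NP cow 32 (-0.62, adjusted p = 0.0108) or P cow 29 (-0.59, adjusted p = 0.0232) and, chosen after the values were seen, thinned reads (-0.58, adjusted p = 0.0227), which did not call 779 of the authors' DEGs. THBS1 (adjusted p = 0.743) and NOS3 (adjusted p = 0.576) did not pass under any setting run. EDN1, the other gene of that signature, was lower here too (log2 fold change -1.1, adjusted p = 0.0174). The paper describes FGF2 and VEGFA signalling as reduced, and the mRNAs of FGF2 (adjusted p = 0.555) and VEGFA (adjusted p = 0.296) did not pass here.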

Other observations

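The test of luteal function, the tests of single genes and the comparisons without P cows 01, 18 and 28 in this part were chosen only after the result was seen. Some genes of cholesterol synthesis, which feeds progesterone production, were lower in P cows, and the list passed camera (adjusted p = 0.00703) but not with an estimated correlation (adjusted p = 0.689) or by fry (adjusted p = 0.113). Of 23 tested enzymes and regulators 0 had a positive fold change and 4 fell (1 adjusted over the list alone), HSD17B7 and DHCR7 among them. Calls of HSD17B7 and DHCR7 were each lost when a single cow was left out: HSD17B7 without NP cows 22, 31 or 32 or P cows 01, 18, 28 or 29 (adjusted p = 0.0574 to 0.0868), and DHCR7 without NP cows 22, 31 or 32 or P cows 01, 18 or 28 (adjusted p = 0.0581 to 0.0806). Without P cows 01, 18 and 28, HSD17B7 and DHCR7 did not pass and the list had an adjusted p of 0.203. Ribosomal proteins rose in 13 of 73 genes and fell in 0 (24 and 1 adjusted over the list alone), with RPL39 from 1087 ± 270 to 1949 ± 208, and 8 rose without the 3 cows (camera adjusted p = 2.98e-05, and 0.868 with an estimated correlation). Of 71 nuclear-encoded genes of the respiratory chain 6 rose and 13 fell (9 and 16 adjusted over the list alone, camera adjusted p = 0.442), and 7 rose and 6 fell without the 3 cows. Of 32 proteasome subunits 2 rose and 4 fell (5 and 14, adjusted p = 0.191), of 20 heat shock genes 1 rose and 4 fell (2 and 5, adjusted p = 0.215), of 24 immediate early genes 3 rose and 0 fell (2 and 0, adjusted p = 0.317) and of 30 chromatin and long regulatory genes 6 rose and 2 fell (13 and 5, adjusted p = 0.0615), where each second pair is adjusted over the list alone. Without the 3 cows, the genes that rose and fell were 0 and 4 for the proteasome, 1 and 1 for heat shock, 1 and 0 for immediate early and 1 and 1 for chromatin genes.

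Among markers of other cells, 6 of 16 T and NK cell genes rose and 0 fell, also adjusted over the list alone. CCL5, a chemokine of cytotoxic cells, rose from 211.5 ± 38 to 536.5 ± 292 normalized counts (log2 fold change 1.21, SE 0.25, adjusted p = 0.00333), CD8A from 36.01 ± 11.9 to 80.97 ± 33.9 and CD3E from 133.2 ± 31.1 to 217.7 ± 52.4. Without P cows 01, 18 and 28, CCL5 and CD8A alone of the 6 still passed, and CD3E did not (adjusted p = 0.0593). Of 16 macrophage and monocyte genes 1 rose (FCER1G) and 1 fell (MRC1), also adjusted over the list alone (camera adjusted p = 0.892), of 3 B and plasma cell genes 2 rose (3 adjusted over the list alone, adjusted p = 0.0832), of 6 neutrophil genes 1 rose (0 adjusted over the list alone, adjusted p = 0.437) and of 2 erythrocyte and platelet genes 2 rose (adjusted p = 0.0735). Of 20 fibroblast and matrix genes 1 rose and 3 fell (0 and 4 adjusted over the list alone, adjusted p = 0.3), among them LUM, a matrix proteoglycan, from 6996 ± 1450 to 2692 ± 1520. Of 11 follicle and theca genes 2 rose and 1 fell, also adjusted over the list alone (adjusted p = 0.324). Their mean log2 value was 9.40 in P cow 01, 7.37 to 7.96 in the other P cows and 7.26 to 8.02 in NP cows.

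A hypothesis is that the NP cows had begun to lose luteal function on day 18, which might add to the difference between the groups. If so, genes of luteal function would be higher in P cows. The median log2 fold change of 5 tested genes was 0.237 (SE 0.31), with STAR at -0.53, CYP11A1 at 0.24, HSD3B1 at 0.56, SCARB1 at -0.74 (adjusted p = 0.0553) and FDX1 at 0.24, and 0 of them were called. That SE runs over the 5 genes and not over cows. The 5 genes moved both ways and the median was within this error, so that this test leaves the hypothesis open. The bound for excluding it was widened by the standard error after the value was seen. The paper's own measure speaks against it, since it found no difference in luteal progesterone between the groups and concludes from this that the NP CL were not regressing when collected.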
